# MiR146a-loaded engineered exosomes released from silk fibroin patch promote diabetic wound healing by targeting IRAK1

**DOI:** 10.1038/s41392-022-01263-w

**Published:** 2023-02-13

**Authors:** Qiankun Li, Wenzhi Hu, Qilin Huang, Jie Yang, Bingmin Li, Kui Ma, Qian Wei, Yaxi Wang, Jianlong Su, Mengli Sun, Shengnan Cui, Rungong Yang, Haihong Li, Xiaobing Fu, Cuiping Zhang

**Keywords:** Nucleic-acid therapeutics, Cell delivery, Biomaterials

## Abstract

Unhealable diabetic wounds need to be addressed with the help of newer, more efficacious strategies. Exosomes combined with biomaterials for sustained delivery of therapeutic agents are expected to bring new hope for chronic wound treatment. Here, the engineered exosomes modified for efficiently loading miR146a and attaching to silk fibroin patch (SFP) were demonstrated to promote diabetic wound healing. Silk fibroin binding peptide (SFBP) was screened through phage display, and SFBP-Gluc-MS2 (SGM) and pac-miR146a-pac fusion protein were constructed. The designed exosomes (SGM-Exos, miR146a-Exos, and SGM-miR146a-Exos) were isolated from the engineered placental mesenchymal stem cells (PMSCs) transduced with SGM or/and pac-miR146a-pac protein. Gluc signals indicated SGM-Exo@SFP markedly increased the binding rate and the stability of SGM-Exo. Moreover, the loading efficiency of miR146a in SGM-miR146a-Exos was ten-fold higher than that in miR146a-Exos. Superior to untreated, SGM-miR146a-Exo-only treated, and SFP-only treated groups, SGM-miR146a-Exo@SFP drived wound healing associated with less inflammation, collagen deposition, and neovascularization. The transcriptomics analysis suggested anti-inflammatory and regenerative effects with SGM-miR146a-Exo@SFP treatment. Here, we show efficient exosome@biomaterial-based miRNA delivery systems for regenerative medicine and tissue engineering.

## Introduction

Extracellular vesicles (EVs) or exosomes, membrane-enclosed and secreted by numerous cell types,^1^ have become an increasingly attractive field of research in recent years, with applications in treatment for a wide range of diseases. Initially, EVs were thought as “cellular dust” and not having any value, primarily to function in the maintenance of cellular homeostasis by the waste removal from cells. In 1996, Raposo et al.^2^ described the first evidence of EVs playing important biological functions. In 2005, Valadi et al.^3^ demonstrated that EVs can transfer functional mRNA molecules to recipient cells and thereby mediate cell–cell communication. Subsequently, a wealth of evidence indicated that EVs played significant physiological roles, in addition to their pathological roles, through the delivery of bioactive molecules, such as RNA, proteins, lipids, and others.^4^ With an increasing understanding of EV characteristics, the potential utility of EVs in tissue engineering and regenerative medicine has been explored through direct application or via incorporation into biomaterial scaffolds.

In vivo, EVs have a high potential for absorption by neighboring cells and therefore a very short half-life, instability, and low long-term retention after transplantation. Incorporation of EVs into biomaterials may be a powerful tool for enhancing EV stability and realizing a controlled sustained release within the body.^5^ This premise is supported by several studies on incorporating EVs into biomaterial constructs for delivery.^6^ But it’s worth noting that the ability of biomaterials hosting EVs is different, which maybe depend on the binding efficiency of EVs to biomaterials. Scientists have found evidence that EVs can combine with extracellular matrix (ECM) components^7^ in a similar manner to the sequestration of growth factors in ECM. Adhesion receptors presented on the exosomal membrane are likely responsible for the interactions between EVs and ECM, implying that integrating instructive biomolecular signals into exosomal membrane targeting biomaterials can enhance the binding rate of EVs to biomaterials.

MicroRNAs (miRNAs), as part of exosomal cargo, can bind to their target mRNAs negatively regulating mRNA expression posttranscriptionally.^8^ Due to the instability and susceptibility to degradation, miRNAs are difficult to be transferred into target cells, warranting the development of an effective miRNA delivery system.^9,10^ EVs have been recognized as promising vehicles for biomolecules delivery owing to their ability to protect them from serum proteases and immune responses. For delivery of the nucleic acids (i.e., siRNAs, miRNAs etc.), different methods have been developed to package them into EVs, such as electroporation, sonication, chemical transfection, etc.^11^ However, certain limitations associated with these methods may include compromised integrity and stability of the engineered EVs as well as decreased biological activity of the cargo.^12,13^ Biological methods employed for miRNA-loaded exosomes from genetically modified host cells have gained significant attention during the past few years,^14^ with lacking undesired side effects and maintaining the structural integrity of the exosomal membrane. But how to encapsulate miRNAs efficiently in engineered exosomes by engineering parent cells is a big challenge for better therapeutic effects.

With the advent of the global aging society, the number of patients with diabetes is increasing, and refractory wounds such as diabetic foot and diabetic ulcer are getting more and more attention as the complications of patients with diabetes.^15^ The normal wound healing process involves the phases of hemostasis, inflammation, proliferation, and remodeling. A chronic wound usually results owning to halt in the phase of inflammation followed by impaired angiogenesis and delayed re-epithelialization.^16,17^ The basic cause of it is persistent/chronic bacterial infection and biofilm formation. Therefore, preventing infection and controlling inflammation is critical to chronic wound treatment. Among wound dressing biomaterials, silk fibroin (SF) has attracted significant attention for wound healing because of antimicrobial properties to prevent pathogen invasion and proliferation, thereby reducing the risk of wound infection.^18^ Exosomes derived from various stem cells have been indicated to promote skin repair and regeneration,^19^ but seldom of them have antimicrobial function, which suggests incorporating EVs into SF scaffold for the treatment of chronic wounds. However, most of native exosomes usually contain less anti-inflammation active components, therefore having limited therapeutic effects on infective wounds. One possible solution to this limitation is engineered exosomes, which could be used to encapsulate anti-inflammatory regulator such as miRNA-146a (miR146a)^20,21^ via genetic engineering.

Here, we report a novel and efficient miRNA delivery system based on engineered exosomes and SF scaffold to promote diabetic wound healing. Silk fibroin binding peptide (SFBP)-Gluc-MS2 (SGM) and pac-miR146a-pac fusion proteins were constructed and transduced into human placenta-derived MSCs (PMSCs). Subsequently, the SGM protein could be integrated into plasma membrane or endosomal membrane of PMSCs. When exosomes are shed from the membranes, miR146a will be encapsulated efficiently in exosomes by the specific binding of phage MS2 capsid protein and pac site.^22^ Furthermore, during the process of exosome biogenesis, SFBP targeting SF was expressed into exosomal membrane, therefore enhancing the binding rate of SGM-miR146a-Exos to SFP. The system developed here could improve the efficiency of engineered exosomes carrying target miRNA through MS2 in order to play a regulatory role more effectively. Besides, silk fibroin affinity exosomes bound to SF could be better preserved and maintain lasting therapeutic effects. Compared with untreated, SGM-miR146a-Exo-only treated, and SFP-only treated groups, SGM-miR146a-Exo@SFP achieved a better therapeutic effect on diabetic wound healing.

## Results

### Characterization of the engineered exosomes

SFBP was selected through screening the 12-phage peptide library and validated by ELISA (Supplementary Fig. S1, Tables S1–S9). Next, we inserted SFBP between SP and C1C2 domains of exosomal membrane protein Lactadherin, and fused a bioluminescence report system Gaussia luciferase (Gluc)^23^ following SFBP to monitor exosomes in real-time. MS2 domain was fused to the C terminal of Lactadherin to cargo designed miRNA which have two pac sites at flanks. The coding sequences of fusion proteins were showed in Supplementary Tables S10–S15 and the construction of the functional fusion protein SGM was displayed in Supplementary Table S16. The constructed lentiviral plasmids (pLV) were Gluc-pLV (G-pLV), SFBP-Gluc-MS2-pLV (SGM-pLV), pac-miR146a-pac-pLV (miR146a-pLV) and SGM-miR146a-pLV respectively. The sequences of those lentiviral transfer plasmids were showed in Supplementary Fig. S3a. The lentiviral (Lv) particles were obtained from 293 T cells transfected with recombinant lentiviral plasmids. The obtained lentiviral particles were used to infect PMSCs (Supplementary Fig. S3b) and the stable transfected cell lines were established after screening by puromycin (Supplementary Fig. S3c). Subsequently, the designed engineered exosomes (SGM-Exo, miR146a-Exo, and SGM-miR146a-Exo) were isolated from supernatant of their parent PMSCs infected with SGM or/and pac-miR146a-pac Lv. The Gluc-labeled exosomes (G-Exo) were used as the control exosomes in luminescence imaging analysis (Fig. 1a). Then the engineered exosomes were incorporated into the SF scaffold for further treatment (Fig. 1b). Through TEM, DLS and WB analysis, we found that the characteristics of SGM-Exos were similar to that of Exos. As shown in Fig. 1c and d, both Exos and SGM-Exos displayed a typical cup or round shape appearance with a size of approximately 85 nm. Exosomal markers CD9, CD63, and TST101 were highly expressed in Exos and SGM-Exos detected by western blot. ER marker Calnexin, as a monitor of cellular contamination during exosome isolation, was only expressed in PMSCs while rarely detectable in Exos and SGM-Exos (Fig. 1e). Besides, the bioluminescence imaging (BLI) analysis (Fig. 1f) showed that the bioluminescence signals of SGM-Exo increased gradually with a dose-dependent manner (Fig. 1g) and SGM-Exos were steadily internalized over time by HaCaT cells with a concentration of 1 μg/mL (Fig. 1h).

**Fig. 1:**
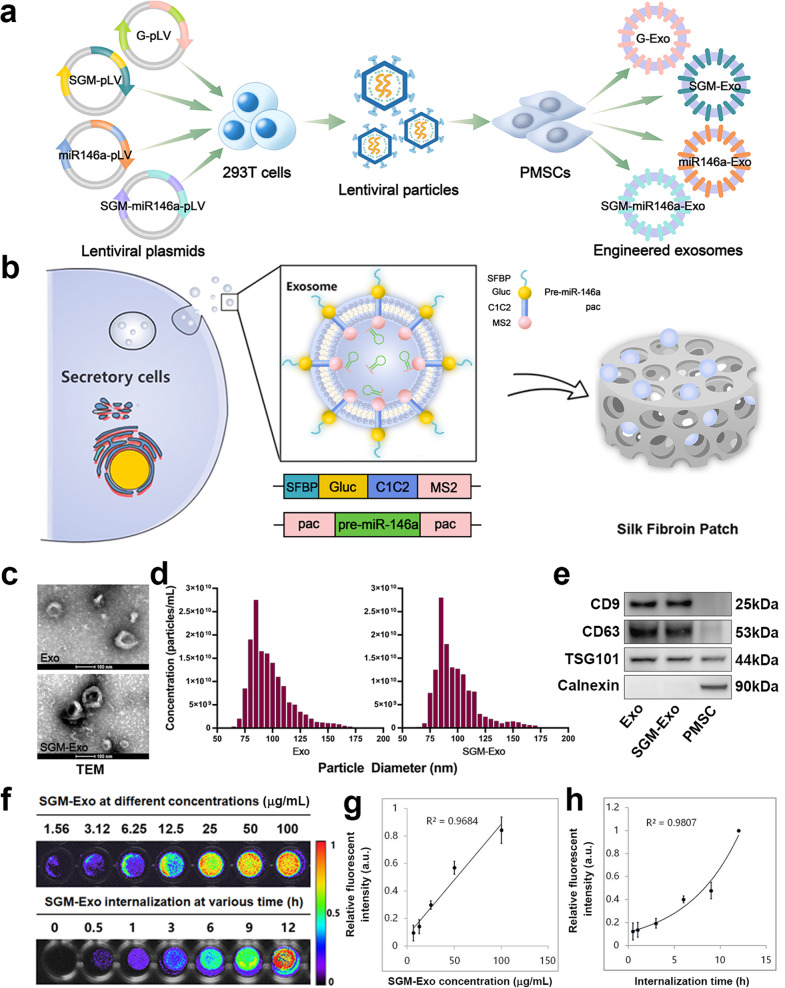
Generation and characterization of engineered exosomes. **a** Schematic diagram representing the generation of designed engineered exosomes including G-Exo, SGM-Exo, miR146a-Exo, and SGM-miR146a-Exo. **b** Schematic of donor cells (left). Schematic of DNA constructs used for the production of SGM-miR146a-Exo (middle). Schematic of silk fibroin patch (right). **c** Representative transmission electron microscope images for Exos and SGM-Exos (scale bar: 100 nm). **d** Particle size distributions of Exos and SGM-Exos measured by dynamic light scattering (*n* = 4/group). **e** Western blot analysis of exosome markers. **f** Representative imaging of bioluminescence signals of SGM-Exos at different concentrations (upper). Representative imaging of bioluminescence signals of SGM-Exos internalized by HaCaT cells (lower). **g** Graph showing quantification of SGM-Exos at different concentrations (*n* = 4/group, *R*^2^ = 0.9684). **h** Graph showing quantification of SGM-Exos internalized by HaCaT cells (*n* = 4/group, *R*^2^ = 0.9807)

### Preparation and characterization of SFP served as exosome-laden scaffolds

The preparation process to obtain SFP was shown schematically in Fig. 2a. As shown in Fig. 2b, the SFP was a light, soft and water-absorbing material with sufficient mechanical strength to pull and bend. The SFP was prepared according to the size of the wound. The favorable biological safety of SFP were evaluated to ensure security of application by the biocompatibility and cytotoxicity tests in vitro and in vivo (Supplementary Fig. S2). SFP had no influence on cell viability detected by CCK8 test. The blood biochemistry indicating hepatorenal function in SFP group were in the normal reference range. The histological sections of liver and kidney tissue showed no obvious abnormalities in SFP and control groups. To observe the structure characterizations of silk fibroin patch-exosome, Exos and SGM-Exos were respectively loaded on SFP and washed with deionized water. The SFP, Exo@SFP, and SGM-Exo@SFP were prepared for scanning electron microscope (SEM) detection. The images showed SFP had a loose texture with irregular or ribbon-like pores of different size being approximately 10–50 μm. Compared with the natural exosomes without the capacity of SF-affinity, the SF-affinity exosomes, SGM-Exos, distributed more densely on SFP (Fig. 2c). Next, the structures of SF, SFP, and SGM-Exo@SFP were analyzed by FTIR. SF had amide I and II peaks at 1651.25 and 1537.06 cm^−1^ representing random coil and α-helix structures respectively. However, the absorbance of SFP shifted to lower wavenumbers (1625.46 and 1529.16 cm^−1^) which represent the characteristics of protein β-sheet structure.^24,25^ Furthermore, we observed a slightly spectral shift to high wavelengths in SGM-Exo@SFP group, implying the engineered exosomes were successfully loaded onto the patch (Fig. 2d).

**Fig. 2:**
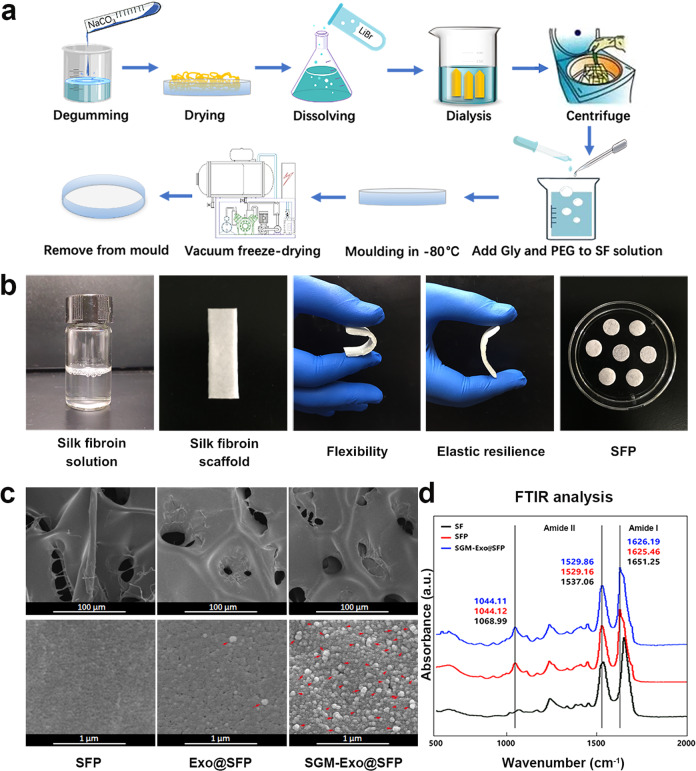
The preparation and characterization of the silk fibroin patch (SFP) served as exosome-laden scaffolds. **a** Schematic illustration of the preparation procedure for SF scaffolds. **b** Physical pictures of silk fibroin solution, SF scaffold, and SFP. **c** The structure characterizations of SFP, Exo@SFP, and SGM-Exo@SFP detected by scanning electron microscope (upper scale bars: 100 μm, lower scale bars: 1 μm). The red arrows indicated the exosomes loaded on the SFP. **d** FTIR spectra analysis of SF, SFP, and SGM-Exo@SFP (*n* = 4/group)

### Evaluation of binding rate, stability, and sustained release of SGM-Exos in SFP

During the process of exosome biogenesis, Gaussia luciferase is expressed into exosomal membrane to mark exosomes. Then we compared the binding rates of SGM-Exos and G-Exos with SFP by measuring Gluc signals. It was found that the binding rate of SGM-Exos with SFP was increased as well as G-Exos with the increasing exosome concentration. At the same exosome concentration, the binding rate of SGM-Exos with SFP was three times higher than that of G-Exos (Fig. 3a). Next, we investigated the stability of exosomes under two storage temperatures (RT and 4 °C) and found that the Gluc signals lasted for a longer time in SGM-Exo@SFP group compared with that in SGM-Exo group whether at RT or 4 °C, indicating that SFP could enhance the stability of SGM-Exos (Fig. 3b and c). Furthermore, the basic expression of miR146a in SGM-Exo@SFP group was also higher than that in SGM-Exo group, showing the protective effects of SGM-Exo@SFP on miR146a (Supplementary Fig. S3). Through internalization experiment of HaCaT cells, we confirmed that SGM-Exo@SFP could continuously provide SGM-Exo for receptor cells in vitro (Fig. 3d). Finally, we observed the sustained release of SGM-Exos from SFP in vivo. The BLI data revealed that robust Gluc signals of the points were within 12 h in both groups. In comparison with quickly descending signals in the group of SGM-Exo, the Gluc signals in the group of SGM-Exo@SFP could be acquired until 72 h (Fig. 3e). Together, these results indicated that SFBP enhanced the binding rate of SGM-Exos onto SFP and SFP could improve sustained release and stability of SGM-Exos.

**Fig. 3:**
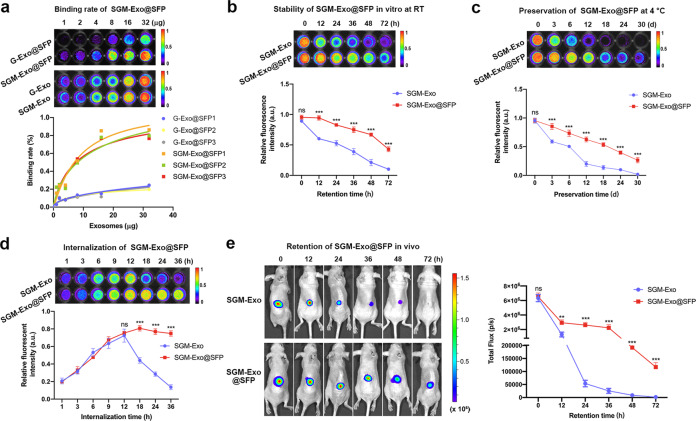
SFP enhanced the binding rate, release sustainability, and stability of SGM-Exos. **a** The binding rate of SGM-Exos with SFP was significantly higher than that of G-Exos (*n* = 6/group). **b** SFP enhanced the stability of SGM-Exos at RT (*n* = 8/group). **c** SFP enhanced the stability of SGM-Exos at 4 °C (*n* = 8/group). **d** Internalization of SGM-Exos released from SFP by HaCaT cells (*n* = 8/group). **e** Retention of SGM-Exo and SGM-Exo@SFP in vivo monitored by Gaussia luciferase (Gluc) activity (*n* = 6/group). The signal activity was expressed as photons/s/cm^2^/steradian (sr). Data represent the mean ± S.D. of three different experiments (ns: no significance, **p < 0.01, ***p < 0.001)

### Encapsulation of miR146a and silencing effects

In order to evaluate the loading efficiency of miR146a in SGM-miR146a-Exos, we detected the expression of miR146a in different exosomes especially the engineered exosomes transfected with pac-miR146a-pac and/or SGM protein. In addition to a basic expression of miR146a in PMSC-derived exosomes, overexpression of pac-miR146a-pac notably boosted the miR146a level in miR146a-Exos. Furthermore, pac-miR146a-pac and SGM co-transfection significantly enhanced about ten-folds loading efficiency of miR146a in SGM-miR146a-Exos via pac/MS2 element interaction (Fig. 4a). Additionally, dose-dependent relationship between miR146a expression levels and the amount of SGM-miR146a-Exos, used to treat receptor cells, was also observed (Supplementary Fig. S5).

**Fig. 4:**
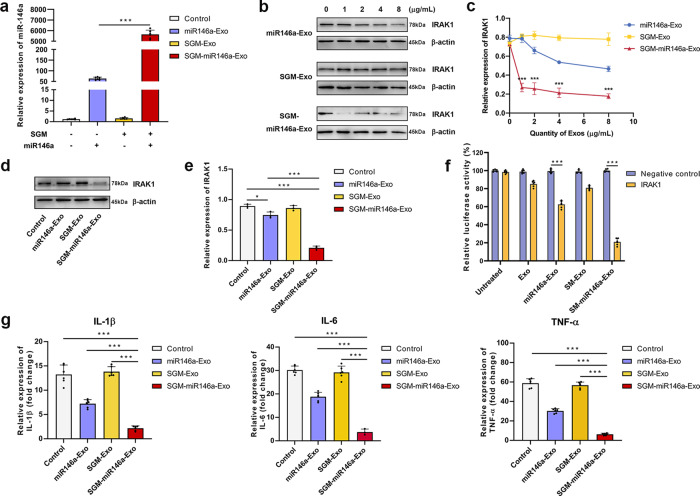
Expression detection of miR146a in engineered exosomes and evaluation of miR146a silencing effects. **a** Expression of miR146a in engineered exosomes assessed by quantitative RT-PCR (*n* = 6/group). **b**, **c** Western blot analysis of IRAK1 expression levels in HaCaT cells treated with gradient concentrations of engineered exosomes. **d**, **e** Western blot analysis of the inhibitory effect of 1 μg/mL engineered exosomes on IRAK1 expression. **f** Dual-luciferase reporter assays of IRAK1 expression in each group. **g** ELISA analysis of inflammatory factors IL-1β, IL-6, and TNF-α. (*n* = 6/group). Data represent the mean ± S.D. of three different experiments (*p < 0.05, ***p < 0.001)

Next, we detected the biological function of miR146a in SGM-miR146a-Exos to silence the target genes. Interleukin-1 receptor-associated kinase 1(IRAK1) was a potential target of miR146a which identified in recent studies,^26,27^ and the Targetscan (www.targetscan.org/vert_71/) also supported it base on several putative miR146a binding site in the 3’-untranslated regions. To evaluate the silencing effects of miR146a in SGM-miR146a-Exos on IRAK1 expression, HaCaT cells were treated with gradient concentration of G-Exos, miR146a-Exos, SGM-Exos, and SGM-miR146a-Exos, respectively. The results demonstrated that SGM-miR146a-Exos had excellence inhibiting effect on IRAK1 compared with SGM-Exos and miR146a-Exos in transcription and protein levels with a dose-dependent manner. (Fig. 4b and c). At the concentration of 1 μg/mL, IRAK1 expression was slightly decreased in miR146a-Exos group, but significantly downregulated in SGM-miR146a-Exos group (Fig. 4d, e). The dual-luciferase reporter genes Fluc and Rluc were used to evaluate the inhibitory effects of miR146a on the target genes. Here, the exosomes without Gluc fusion protein tags (SM-Exos and SM-miR146a-Exos) were used in the double luciferase assay to avoid the influence on luciferase observation of Fluc and Rluc. The result showed the SM-miR146a-Exos significantly downregulated the fluorescence intensity of IRAK1 (Fig. 4f, Supplementary Fig. S6).

IRAK1 is well known to be an upstream regulator of NF-κB inflammation signaling pathway. Consequently, we monitored cellular supernatant with ELISA, and the inflammatory cytokines interleukin-1β (IL-1β), interleukin-6 (IL-6), and tumor necrosis factor-α (TNF-α) were significantly decreased with treatment of SGM-miR146a-Exos as expected (Fig. 4g). Together these observations demonstrated that we successfully encapsulated miR146a in SGM-miR146a-Exos with high efficiency and miR146a performed favorable biological function.

### Wound healing promoting effects of SGM-miR146-Exos@SFP

Subsequently, we investigated whether the SGM-miR146a-Exo@SFP could accelerate diabetic wound healing under in vivo conditions. The experimental procedure has been displayed in Fig. 5a. Full-thickness wounds on the back of BKS-DB (db/db) mice were locally treated with SGM-miR146a-Exos, SFP, or SGM-miR146a-Exo@SFP and untreated wounds were used as control. No death or abnormality was observed in any animal during the postoperative period. Wounds treated with SFP and SGM-miR146a-Exo@SFP were much faster in hemostasis. Gross observation of dorsal wounds indicated that the wound healing process was significantly accelerated by local application of SGM-miR146a-Exos, SFP, or SGM-miR146a-Exo@SFP compared with control group (Fig. 5b). The wound areas were measured at days 0, 3, 7, 14, and 21 after wounding. As shown in Fig. 5c, d, mice treated with SGM-miR146a-Exos, SFP, or SGM-miR146a-Exo@SFP displayed greater wound closure than observed in the control group at days 3, 7, 14, and 21 post-wounding. The fastest healing in SGM-miR146a-Exos, SFP, and SGM-miR146a-Exo@SFP groups occurred between 7 and 14 days. At day 21, the SGM-miR146a-Exo@SFP group wounds were completely healed, but the wound area in control group was still about 40%. Furthermore, the degree of wound healing in SGM-miR146a-Exo@SFP group was significantly better than that in SGM-miR146a-Exos or SFP groups, indicating an additional pro-healing function between SGM-miR146a-Exo and SFP. Consistent with the wound healing, the narrowest scar widths were observed in SGM-miR146a-Exo@SFP group at days 3, 7, and 14 post-wounding (Fig. 5e, f).

**Fig. 5:**
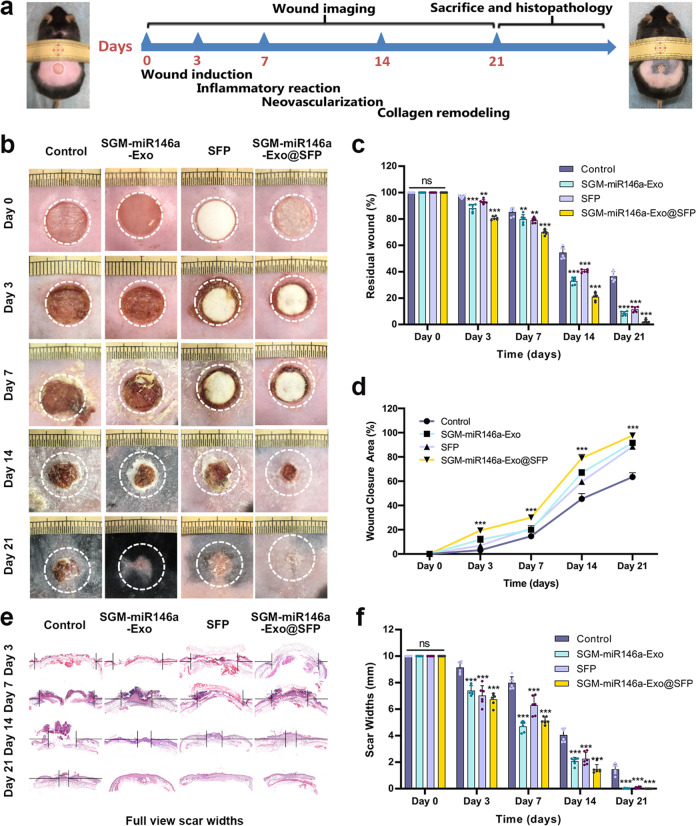
SGM-miR146a-Exo@SFP accelerated wound closure in diabetic mice. **a** Schematic illustration of wound treatment process. **b** Gross view of wounds at days 0, 3, 7, 14, and 21. The white circles represent the original wound areas. **c** Statistical analysis of the residual wound area in each group (*n* = 6/group). **d** Statistical analysis of wound closure area (*n* = 6/group). **e** Representative images of scar widths stained by H&E. **f** Statistical analysis of the scar widths in each group (*n* = 6/group). Data represent the mean ± S.D. (ns: no significance, **p < 0.01, ***p < 0.001)

### Granulation tissue formation, re-epithelialization, and collagen deposition promoted by SGM-miR146-Exo@SFP

Histological staining was performed to observe granulation tissue formation and re-epithelialization in repaired tissues. Figure 6a showed representative H & E images of the wounds treated as well as the above methods at day 14 and day 21. The formation of granulation tissue and epidermal tissue was assessed by measuring the thickness of granulation tissue and epidermal tissue. The results showed that SGM-miR146a-Exo@SFP treated wounds displayed a significant increase in the granulation tissue thickness at day 14 in contrast with control, SGM-miR146a-Exos, and SFP groups. But at day 21, the granulation tissue thickness in SGM-miR146a-Exo@SFP group decreased compared with day 14, which was almost equivalent to the level of SGM-miR146a-Exos and SFP groups (Fig. 6a and b).

**Fig. 6:**
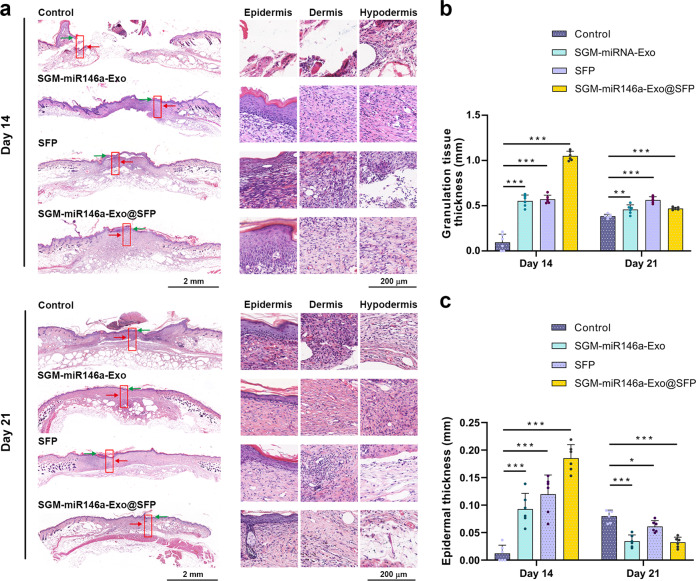
Granulation tissue formation and re-epithelialization promoted by SGM-miR146-Exo@SFP. **a** Representative images of skin tissue section from the wounds on day 14 and day 21 stained by H&E (left, scale bar: 2 mm). High-magnification images showed granulation tissue formation and epithelial tissue closure (right, scale bar: 200 μm). Hair follicles and sebaceous glands could be observed in SGM-miR146a-Exo@SFP-treated wounds at day 21 (bottom right). The extent of epidermis and granulation tissue were marked with green arrows and red arrows respectively. **b**, **c** Statistical analysis of granulation tissue thickness and epidermal thickness in each group (*n* = 6/group). Data represent the mean ± S.D. (*p < 0.05, **p < 0.01, ***p < 0.001)

Rapid re-epithelialization is one of the most important steps in wound healing. Regarding the thickness of neo-epidermis, at day 14, it was thicker in SGM-miR146a-Exos, SFP, and SGM-miR146a-Exo@SFP groups (89.3 ± 17.25 μm, 121.15 ± 19.35 μm, 176.2 ± 14.65 μm, respectively) than in the control group (10.54 ± 9.75 μm), indicating an accelerated re-epithelialization progression. At day 21, the new epithelium of the SGM-miR146a-Exo@SFP group exhibited well-arranged and there were regularly distributed keratinocytes throughout the epithelium, achieving the re-epithelialization. By contrast, the the neo-epidermis morphology of the control group was irregularly arranged and hyperplastic (Fig. 6a and c). More encouragingly, mature skin structures such as hair follicles and sebaceous glands were observed in SGM-miR146a-Exo@SFP treated wounds at day 21 (Fig. 6a).

To observe the effect of SGM-miR146a-Exo@SFP on collagen deposition and remodeling, Masson’s trichrome staining was used to stain collagen fibers. As shown in Supplementary Fig. S7, the increased collagen deposition was observed and the collagen fibers were already normally arranged in the SGM-miR146a-Exo@SFP group at day 14. At day 21, the increased collagen deposition and typical bundle-shaped collagen fibers were still observed in SGM-miR146a-Exo, SFP and SGM-miR146a-Exo@SFP groups, whereas the control groups presented a chaotic outlook with inflammatory cell infiltration.

Together, these results indicated that SGM-miR146a-Exo@SFP enhanced granulation tissue formation, re-epithelialization process, collagen deposition, and even the regeneration of hair follicles and sebaceous glands.

### Anti-inflammation and angiogenesis roles of SGM-miR146a-Exo@SFP

The inflammation phase is a critical process of the wound healing, while the prolonged or exaggerated inflammatory response has been suggested to be the pathogenic mechanism for chronic wounds. Next, we further confirmed the anti-inflammation role of SGM-miR146a-Exo@SFP in wound treatment. IRAK1 and IL-6 were chosen as the indicators for evaluating inflammatory activity and anti-inflammatory efficacy. Consistent with the silencing effects of miR146a in SGM-miR146a-Exos on IRAK1 expression in vitro, IRAK1 expression in vivo was obviously inhibited in SGM-miR146a-Exo or SGM-miR146a-Exo@SFP treated wounds (Fig. 7a, d). IL-6, as downstream gene regulated by IRAK1, is one of representative pro-inflammatory cytokines.^28,29^ As expected, IL-6 expression in the wounds was effectively attenuated in SGM-miR146a-Exo@SFP group compared with control, SGM-miR146a-Exos, and SFP groups. Furthermore, SGM-miR146a-Exo group also had a decreased expression of IL-6 in contrast with control group (Fig. 7b, e). The anti-inflammatory effect was verified at the protein level. The results showed that IRAK1 and IL-6 expressions were apparently decreased in SGM-miR146a-Exo@SFP group (Fig. 7g, h).

**Fig. 7:**
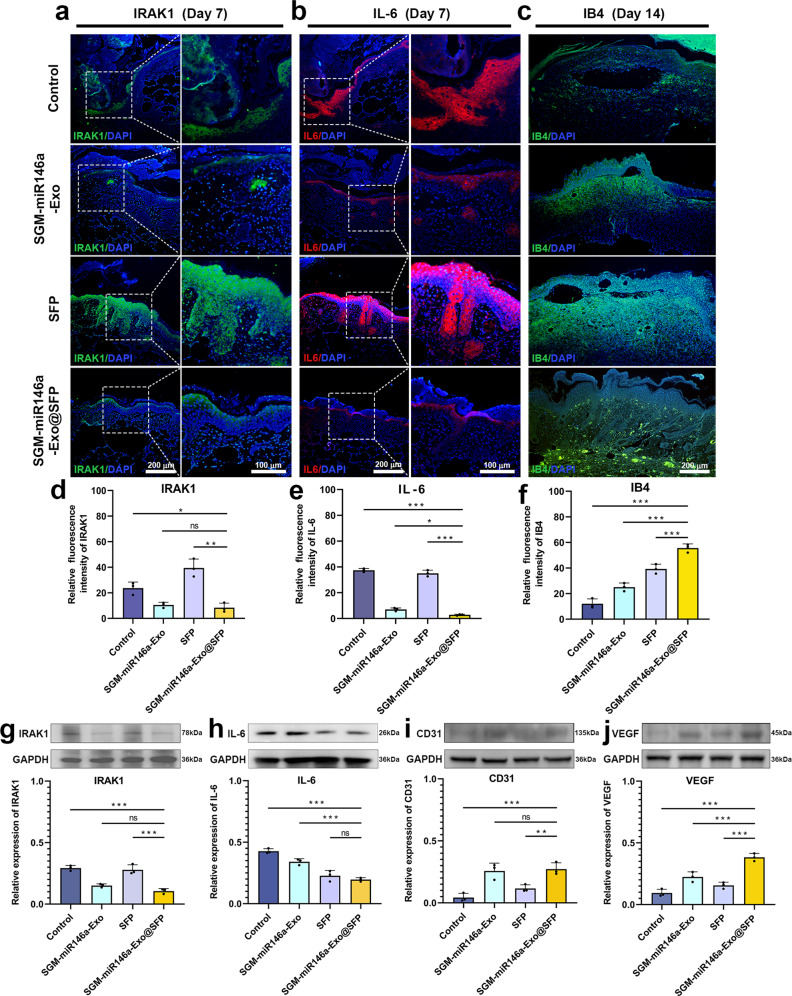
SGM-miR146a-Exo@SFP attenuated inflammation and increased neovascularization of diabetic wounds. **a**–**c** Immunofluorescence of IRAK1, IL-6, and IB4 of the wound tissue (scale bar: 200 μm). **d**–**f** Statistical analyses of IRAK1, IL-6, and IB4 immunofluorescence. **g** The IRAK1 expression was decreased in SGM-miR146a-Exo@SFP group. **h** The IL-6 expression was decreased in SGM-miR146a-Exo@SFP group. **i** The increased CD31 expression in SGM-miR146a-Exo@SFP group. **j** The increased VEGF expression in SGM-miR146a-Exo@SFP group. Data represent the mean ± S.D. of three different experiments (ns: no significance, *p < 0.05, **p < 0.01, ***p < 0.001)

During wound healing, new blood vessel formation is crucial for transport of trophic factors to wound sites. We next investigated whether treatment with SGM-miR146a-Exo@SFP could promote angiogenesis in wound sites, thereby enhancing diabetic wound healing. As shown in Fig. 7c, f, isolectin B4 (IB4), a specific marker of angiogenesis,^30,31^ showed increased expression in SGM-miR146a-Exos, SFP, and SGM-miR146a-Exo@SFP groups, indicating enhanced neovascularization compared with control group. Besides, more mature vessels marked with IB4 were observed in SGM-miR146a-Exo@SFP group. CD31 and VEGF expressions detected by western blotting were also increased in SGM-miR146a-Exo@SFP group (Fig. 7i, j). Furthermore, the new blood vessels around the wounds were notably observed in SGM-miR146a-Exo@SFP group on day 14 by the stereo microscope (Supplementary Fig. S8). Collectively, these findings suggested that SGM-miR146a-Exo@SFP could promote angiogenesis and inhibit inflammatory response at wound sites in diabetic mice.

### Mechanism investigation of wound healing promoted by SGM-miR146-Exos@SFP

To get insight into the mechanism of the wound healing process, we performed transcriptomics analysis of wounds treated with or without SGM-miR146a-Exo@SFP at day 3 and day 7 post wounding using high-throughput mRNA sequencing (Supplementary Fig. S9). 

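Wounds on the back of db/db mice, which lack a working leptin receptor and become diabetic, were sequenced. There were 12 samples, with 3 untreated control wounds and 3 SGM-miR146a-Exo@SFP treated wounds at day 3 and the same numbers at day 7. The paper's methods name 6 control and 6 treated mice, and the wording leaves open whether this is per day. Each sample was taken here as 1 mouse. The treatment is a silk fibroin patch carrying exosomes that bind the silk and are loaded with miR146a. Poly(A) RNA was made into libraries and read from both ends on an Illumina NovaSeq. The authors trimmed the reads with Cutadapt, mapped them with HISAT2, assembled transcripts with StringTie, merged the transcripts of all samples with gffcompare, and gave each gene as FPKM, the fragments of a gene divided by transcript length in kilobases and by the mapped fragments of the sample. The paper's text does not name the genome build. Positions given here are those of the same symbols in GENCODE M21 on GRCm38. FPKM holds no total read count. The sum of FPKM per sample was between 347448 and 391494 in day 3 controls (median 373587), between 357071 and 383599 in day 3 treated wounds (median 370700), between 330561 and 372614 in day 7 controls (median 349005), and between 357843 and 472648 in day 7 treated wounds (median 365924). The steps between low FPKM values gave the relative depth of the samples, set to 1 in the shallowest, day 3 control replicate 2. At day 3 it was 1.15 and 1.12 in control replicates 1 and 3, and 1.302, 1.46 and 1.43 in treated replicates 1, 2 and 3, so each treated sample was deeper than each control. At day 7 it was 1.56, 1.18 and 1.29 in the controls and 1.39, 1.61 and 1.46 in the treated wounds. Whole reads could not be recovered from these steps, and no count test was run. Differences were tested with limma on log2(FPKM + 0.1) among features with a mean FPKM of at least 0.1 over the 6 samples of a day. A feature was called lower or higher when its unadjusted p was under 0.05 and its fold change on that scale was under 0.5 or over 2. A fold change on this scale understates the change of features with low FPKM. The median log2 fold change over all features tested was 0.10 at day 3 and -0.15 at day 7. Dividing each sample by its median ratio to the geometric mean of the 6 samples moved these medians to -0.02 and 0.05.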

The differentially expressed genes (DEGs) were defined as having a minimum of two-fold change in expression. 

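By fold change of mean FPKM alone, with no p-value, 1274 features were more than 2-fold lower and 782 more than 2-fold higher in SGM-miR146a-Exo@SFP treated wounds at day 3. At day 7, 708 were lower and 1796 were higher. This count was added after the data were seen. Taken between the means of log2(FPKM + 0.1), a change of more than 2-fold was found for 857 lower and 969 higher features at day 3, and for 800 lower and 972 higher features at day 7. A high value in a single mouse weighs more in a mean of FPKM than in a mean of log2 values. Of the 1796 features with a higher mean FPKM at day 7, 47.8% had their highest value in treated replicate 2 and 35.0% in treated replicate 3. Without treated replicate 2, 1546 were higher and 1186 lower.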

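The similarity of the samples was measured as Pearson's r of log2(FPKM + 0.1), taken across genes, which are not independent replicates. At day 3, r between pairs of samples ranged from 0.857 to 0.962. Pairs from the same group had a mean r of 0.9205 and pairs from different groups 0.9211, a difference of -6e-04 (one-sided exact permutation test over the 10 splits of the 6 samples, p = 0.5). With Spearman's rho of FPKM the difference was 6e-04. At day 7, the mean r was 0.902 within groups and 0.908 between groups, a difference of -0.0063 (the same exact test, p = 1). The smallest p that this one-sided test allows is 0.1. The pairs within a group were not equally alike. Control wounds had a mean r of 0.891 at day 3 and 0.956 at day 7, and treated wounds 0.950 at day 3 and 0.848 at day 7. Leaving out single replicates moved the difference between -0.0172 and 0.0196 at day 3 and between -0.0337 and 0.0274 at day 7.

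**Figure D1:**
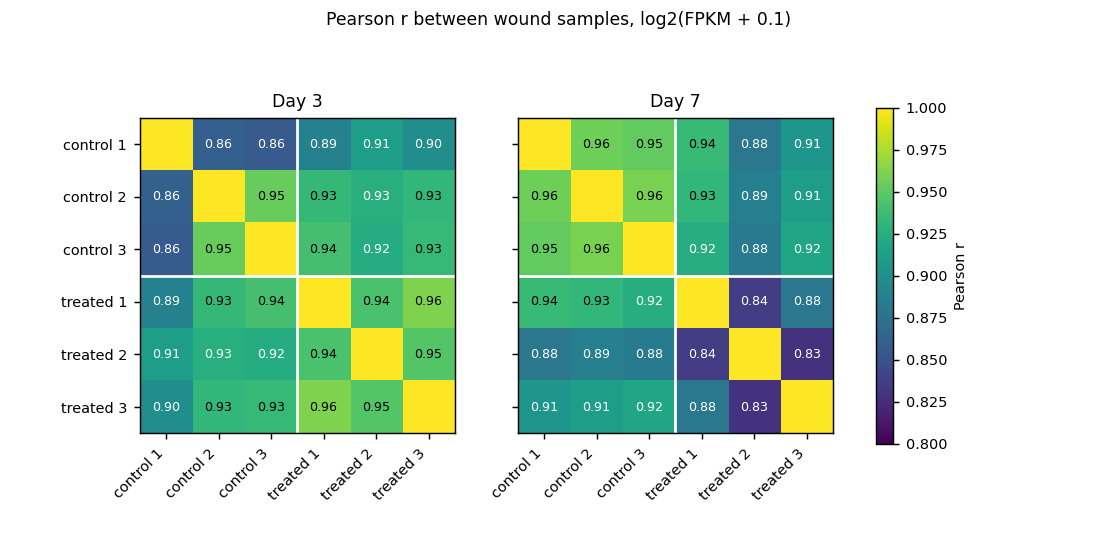
Pearson's r of log2(FPKM + 0.1) between each pair of the 6 wound samples of day 3 (left) and day 7 (right), where colour and number give r and white lines part control from SGM-miR146a-Exo@SFP treated samples. Control replicate 1 of day 3 has r of 0.86 with the other controls, and the pairs of treated samples at day 7 have r of 0.84, 0.88 and 0.83.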

Figure 8a showed that the expression profiles of SGM-miR146a-Exo@SFP group were distinct from the profiles of control. 

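Of 20207 features tested at day 3, 461 were lower in SGM-miR146a-Exo@SFP treated wounds by limma. Of 20786 features tested at day 7, 370 were lower. At day 3, 0 features had an adjusted p under 0.05 by limma with Benjamini-Hochberg adjustment, where the lowest adjusted p was 0.215 and 1271 features had an unadjusted p under 0.05. At day 7, 1 feature did, against 1246 with an unadjusted p under 0.05. Among the alternatives that kept the unadjusted p, a pseudocount of 1 in place of 0.1 moved the counts of lower features most, to 170 at day 3 and 95 at day 7. Samples with the same replicate number deviated from their group means with a pooled correlation of 0.111 at day 7, and with the replicate number as a block 380 features were lower at that day and 0 had an adjusted p under 0.05 by limma with Benjamini-Hochberg adjustment. Kpna1, which encodes an importin, lies on chromosome 16 from 35978750 to 36037131. At day 3 its FPKM was 11.8 ± 3.99 (SD, n = 3) in control and 1.84 ± 0.407 (SD, n = 3) in treated wounds, a log2 fold change of -2.59 (standard error 0.30). Fosb, a subunit of the AP-1 transcription factor on chromosome 7 from 19302696 to 19310051, was at 6.36 ± 0.555 (SD, n = 3) in control and 1.16 ± 0.425 (SD, n = 3) in treated wounds, a log2 fold change of -2.40 (standard error 0.29). Gm11956, Gm5027 and Cyp2u1 were the other features with the lowest p among those lower at day 3, with log2 fold changes of -4.59, -3.14 and -2.30. At day 7 the lowest p was that of Gm10108, on chromosome 5 from 13121448 to 13121766, at 13.7 ± 2.03 FPKM (SD, n = 3) in control and 0.340 ± 0.0889 (SD, n = 3) in treated wounds. Its log2 fold change was -4.98 (standard error 0.26, adjusted p = 0.0112 by limma with Benjamini-Hochberg adjustment). Of its 31-base words, 87.9% also occur in transcripts of Cycs, so that its reads could be shared with that gene. B020010K11Rik and the mitosis genes Tpx2, Plk1 and Cdc20 followed, with log2 fold changes of -2.73, -1.35, -1.46 and -1.45. Transcripts of other genes hold 14.8% of the 31-base words of Plk1 and 25.5% of those of Cdc20. These 10 features were picked only among called features whose 3 treated samples were all below the 3 controls. Their exact permutation p of 0.1 (two-sided), the smallest that 3 mice against 3 allow, was thus fixed in advance. Such a separation, in either direction, was found in 12.1% of the features tested at day 3 and 13.5% at day 7, where chance gives 10%.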

We found 482 and 133 genes with significantly decreased transcript levels in SGM-miR146a-Exo@SFP treated wounds compared to the wounds in control group at day 3 and 7 respectively. There were 281 genes that exhibited significantly increased transcript levels in SGM-miR146a-Exo@SFP treated wounds at day 3 and 739 at day 7 (Fig. 8b). These results demonstrate that downregulated DEGs predominated in SGM-miR146a-Exo@SFP group at day 3 probably due to miR146a silencing effects and upregulated DEGs predominated at day 7 probably due to the activation of repair cells in SGM-miR146a-Exo@SFP treated wounds. 

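With the thresholds on p and fold change, 380 features were higher in treated wounds at day 3 and 148 at day 7. With the replicate number as a block, 185 were higher at day 7. Median-ratio scaling gave 277 at day 3 and 238 at day 7, and limma on features with a mean FPKM of at least 1 gave 194 and 70. Among the features higher at day 3 with the lowest p, Adprhl2, which encodes an ADP-ribosylhydrolase on chromosome 4 from 126316047 to 126321703, was at 4.197 ± 0.142 FPKM (SD, n = 3) in control and 9.70 ± 1.41 (SD, n = 3) in treated wounds, a log2 fold change of 1.18 (standard error 0.20). Afmid was at 0.460 ± 0.0173 FPKM (SD, n = 3) in control and 1.67 ± 0.318 (SD, n = 3) in treated wounds, but 41.9% of its 31-base words are shared with Gm20708. Plac9a and Gm24598 are listed at 0 in all controls and at means of 1.31 and 0.620 FPKM in treated wounds, and Gm25579 rose from 0.0133 to 0.427. Plac9a shares 78.1% of its words with Gm9780, and Gm24598 shares 45.5% with Gm24895. At day 7, Ski, a transcriptional co-repressor on chromosome 4 from 155154075 to 155222592, was at 6.37 ± 0.660 FPKM (SD, n = 3) in control and 24.3 ± 5.02 (SD, n = 3) in treated wounds, a log2 fold change of 1.901 (standard error 0.22). Sar1a, a GTPase of vesicle transport, had a log2 fold change of 2.02 (standard error 0.25). Both genes also took a high or a low value within one group at day 3, when Ski was at 5.64, 7.38 and 28.4 FPKM and Sar1a at 47.7, 12.4 and 63.7 FPKM in control replicates 1, 2 and 3. Tnfrsf9 had a log2 fold change of 1.36 (standard error 0.21) at day 7. Gm36546 and the immunoglobulin segment Igkv6-23 are listed at 0 in all day 7 controls and at means of 0.937 and 0.620 FPKM in treated wounds, and Igkv6-23 shares 37.5% of its words with Igkv6-25.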

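At day 3, the lower features made up 54.8% of the 841 features called by limma with these thresholds. At day 7, lower features made up 71.4% of the 518 called. The split depended on how the samples were scaled. Median-ratio scaling gave 67.3% lower at day 3 and 43.2% lower at day 7, and quantile normalization gave 62.4% and 61.5%. With all 12 samples in one fit, 47.4% of the features called at day 3 were lower. With each replicate left out in turn, the lower share ranged from 39.1% to 57.0% at day 3 and from 58.6% to 75.6% at day 7. With the replicate number as a block, it was 67.3% at day 7. Of the features called, 48.9% at day 3 and 46.9% at day 7 had a mean FPKM under 1. From the predominance of downregulated DEGs at day 3 and of upregulated DEGs at day 7 in its own counts (Fig. 8b), the paper proposes that miR146a silenced transcripts early and that repair cells were activated later.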

Top 20 DEGs associated with inflammation and re-epithelialization demonstrating the significant increase or decrease in transcript levels from each time point were respectively presented in Tables S18 and S19. 

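Of the 20 genes of Table S18, 19 had a lower mean log2(FPKM + 0.1) in treated wounds at day 3, and 14 were called lower by limma. In 13 of the 20, all 3 treated samples were below all 3 controls, where chance gives a separation in either direction in 10%. With Benjamini-Hochberg adjustment of the limma p over these 20 genes, 13 had an adjusted p under 0.05, and with adjustment over all features tested 0 did, against 14 with an unadjusted p under 0.05. The list was drawn by the paper from these samples, so the adjustment over the list says nothing about how stable the changes are. Of the 21 genes of Table S19, 14 had a higher and 7 a lower mean log2 value in treated wounds at day 7. None was called: 0 had an unadjusted p under 0.05, and the lowest was 0.102, for Ereg. None had all treated samples on one side of the controls. With the replicate number as a block, the number called at day 7 was again 0. By the ratio of mean FPKM in place of the difference of mean log2 values, all 21 genes were more than 2-fold higher at day 7, and 0 were called, as the p was unchanged.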

Among the DEGs, we noted that the inflammation-related genes, including IL-1b, IL-1r2, IL-11, IL-19, IL-23a, Fasl, TNF, NF-κB, Tlr4, Tlr6, CXCR2, and CXCR5, were significantly reduced in SGM-miR146a-Exo@SFP group at day 3 (Supplementary Table S17). 

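Of the 12 genes named, 10 were called lower by limma at day 3, and Nfkb1, the NF-κB gene of Table S18, and Cxcr2 were not. Table S18 itself gives Nfkb1 a log2 fold change of -0.24, short of the 2-fold threshold. Il1b, which encodes interleukin-1β, lies on chromosome 2 from 129364570 to 129371139. Its FPKM was 739 ± 154 (SD, n = 3) in control and 284 ± 123 (SD, n = 3) in treated wounds, a log2 fold change of -1.45 (standard error 0.41, adjusted p = 0.592 by limma with Benjamini-Hochberg adjustment). Tnf, on chromosome 17 from 35199381 to 35202007, was at 75.5 ± 16.3 FPKM (SD, n = 3) in control and 31.5 ± 10.3 (SD, n = 3) in treated wounds, a log2 fold change of -1.30 (standard error 0.33). Il1r2, the decoy receptor of interleukin-1, was at 110 ± 20.8 FPKM (SD, n = 3) in control and 49.3 ± 19.8 (SD, n = 3) in treated wounds. Tlr6, on chromosome 5 from 64952031 to 64960097, was at 23.0 ± 8.57 FPKM (SD, n = 3) in control and 10.2 ± 2.58 (SD, n = 3) in treated wounds, and 16.4% of its 31-base words occur in Tlr1. Il11 and Il23a had log2 fold changes of -1.92 (standard error 0.35) and -1.94 (standard error 0.31). Il19, Fasl and Cxcr5 were low, with control means of 1.17, 0.803 and 1.33 FPKM, and were not called with a pseudocount of 1. In each of these 9 genes every treated sample was below every control (exact permutation test, two-sided, p = 0.1, the smallest that 3 mice against 3 allow). Tlr4, on chromosome 4 from 66827584 to 66930284, was at 5.40, 12.7 and 10.4 FPKM in control replicates 1, 2 and 3 and at 0.610, 0.600 and 6.40 in treated replicates, so that the groups overlapped (exact permutation test, p = 0.2). Nfkb1, on chromosome 3 from 135584655 to 135691547, was at 8.41 ± 2.88 FPKM (SD, n = 3) in control and 7.10 ± 0.960 (SD, n = 3) in treated wounds, a log2 fold change of -0.19 (standard error 0.30), and the difference is within the spread of the replicates (exact permutation test, p = 0.6). Cxcr2 was at 39.7 ± 25.6 FPKM (SD, n = 3) in control and 18.5 ± 7.07 (SD, n = 3) in treated wounds, a log2 fold change of -0.98 (standard error 0.48). Median-ratio scaling brought Cxcr2 to -1.11 and past the thresholds. Of the remaining genes of Table S18, Egr1 had a log2 fold change of -1.65 (standard error 0.24), and Il1rl1, Atg2a and Osbp2 were also called lower. Il1a and Wnt5a were lower without a call. Myh2 and Igfn1, genes of muscle fibres, were at 190 and 220 FPKM in control replicate 1 and at 0.660 or less in the other controls. Of the 31-base words of Myh2, 23.9% occur in Myh1.

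**Figure D2:**
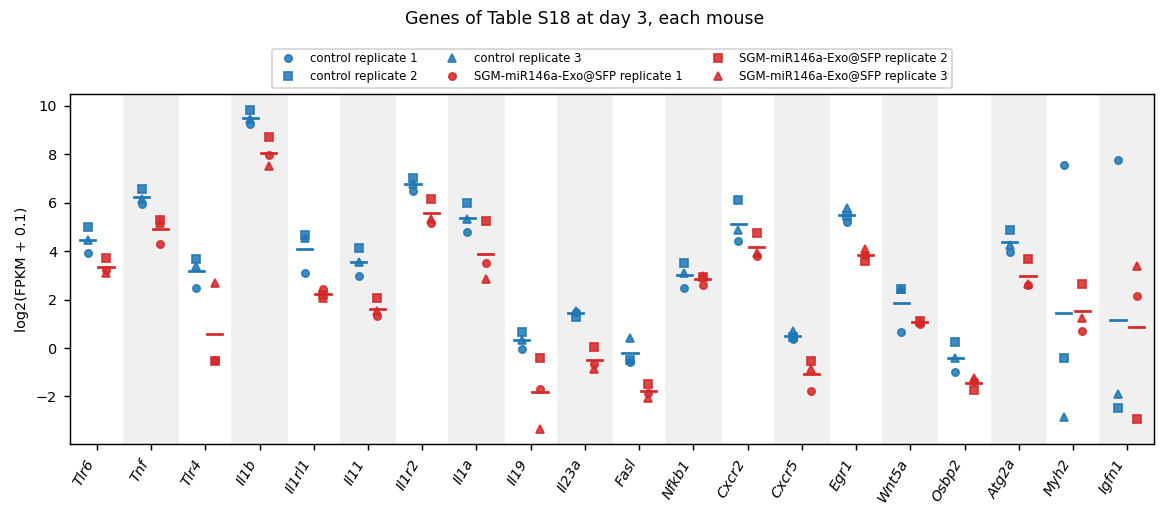
log2(FPKM + 0.1) of the 20 genes of Table S18 in each of the 6 samples of day 3, with control in blue, SGM-miR146a-Exo@SFP treated wounds in red, 1 symbol per replicate and a bar at the mean of the 3 samples. In 13 genes all treated samples lie below all controls, and control replicate 1 alone is high in Myh2 and Igfn1.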

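The genes of the cornified envelope were read at day 7 in each mouse. The small proline-rich genes Sprr1a, Sprr1b and Sprr2a1 to Sprr2k lie together on chromosome 3, from 92215799 for Sprr2a1 to 92485895 for Sprr1a. Sprr1a was at 1.91, 4.89 and 6.55 FPKM in control replicates 1, 2 and 3 and at 6.42, 340 and 0.110 in treated replicates 1, 2 and 3, a log2 fold change of 0.93 (standard error 2.44). Sprr2d was at 7.72, 16.6 and 18.3 FPKM in controls and at 11.1, 856 and 0.420 in treated wounds. Sprr2f had the largest log2 fold change of Table S19, 2.07 (standard error 2.25, adjusted p = 0.920 by limma with Benjamini-Hochberg adjustment). The keratin gene Krt10, on chromosome 11 from 99385254 to 99389364, was at 1.82, 1.37 and 1.92 FPKM in controls and at 0.420, 231 and 0.9 in treated wounds (exact permutation test on log2 values, two-sided, p = 1). Krt6a, on chromosome 15 from 101689910 to 101694307, was at 5.05, 31.4 and 36.1 FPKM in controls and at 4.72, 627 and 0.240 in treated wounds, a log2 fold change of -0.84 (standard error 2.58). Cnfn, Pou3f1, Trp63 and Epgn had log2 fold changes of -0.01, 0.36, 0.53 and 0.89, with standard errors from 1.41 to 2.36. Cnfn was at 0.20 after median-ratio scaling. The 7 genes with a lower mean log2 value were Cnfn, Krt6a, Krt6b, Sprr1b, Sprr2a1, Sprr2a2 and Sprr2h, and each was higher in treated wounds by the ratio of mean FPKM, by a log2 of 3.02 to 5.20. All 21 genes of Table S19 had their highest value in treated replicate 2, and in 19 of them treated replicate 3 was below all controls. Ereg, on chromosome 5 from 91074622 to 91093646, was at 1.22 ± 0.998 FPKM (SD, n = 3) in control and 3.39 ± 2.51 (SD, n = 3) in treated wounds (exact permutation test, p = 0.2). Egf, which Table S19 does not list, was at 0.0800, 0.200 and 0.320 FPKM in controls and at 0.100, 0.130 and 2.04 in treated wounds. None of these differences exceeds the spread between the treated replicates. Without treated replicate 3, Sprr2f, Sprr2g and Ereg were called higher, and without control replicate 3 Ereg was. Without treated replicate 2, 0 genes of Table S19 were called higher, and Epcam, Krt10, Krt6a, Krt6b, Sprr2a1, Sprr2a2 and Sprr2b were called lower. Sprr2a1 and Sprr2a2 share 93.8% and 97.8% of their 31-base words with each other and Krt6a shares 45.9% with Krt6b, so reads could be split within these pairs.

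**Figure D3:**
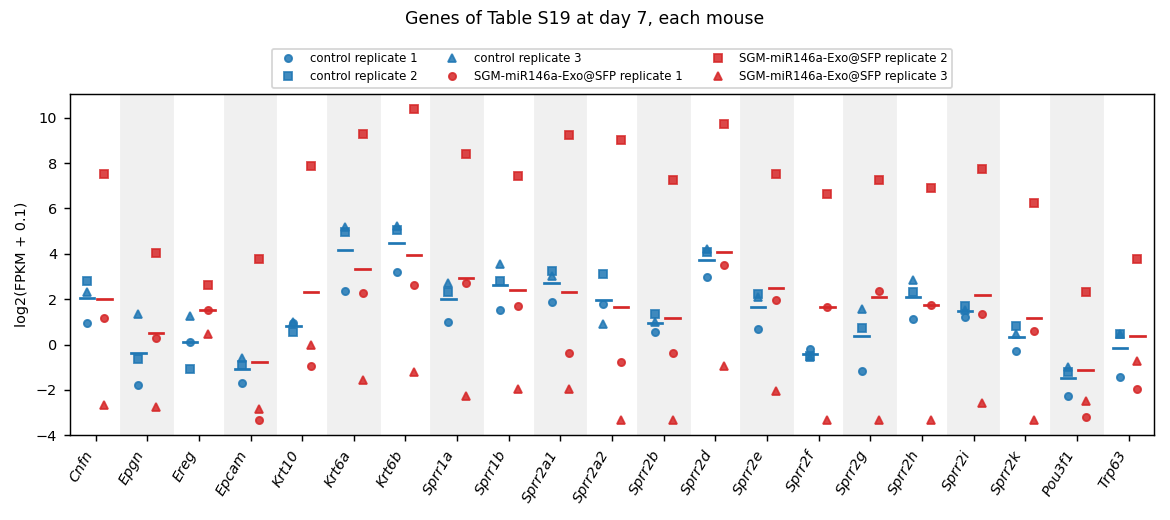
log2(FPKM + 0.1) of the 21 genes of Table S19 in each of the 6 samples of day 7, with control in blue, SGM-miR146a-Exo@SFP treated wounds in red, 1 symbol per replicate and a bar at the mean of the 3 samples. Treated replicate 2 is the highest sample in all 21 genes and treated replicate 3 is below all controls in 19.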

At day 7, we observed that the genes related to the development and differentiation of epidermis, including Sprr1a, Sprr1b, Sprr2a1, Sprr2a2, Sprr2d, Sprr2e, Sprr2f, Sprr2g, Sprr2h, Sprr2i, Krt10, Krt6a, Cnfn, Pou3f1, Trp63, Egf, Epgn, and Ereg, were greatly increased in SGM-miR146a-Exo@SFP treated wounds (Supplementary Table S18). Through Gene Ontology (GO) enrichment analysis of DEGs, we found that the downregulated DEGs in SGM-miR146a-Exo@SFP group at day 3 were distinctly enriched in “IFN response”, “immune response”, “inflammatory response”, and “innate immunity” (Fig. 8c) and upregulated DEGs at day 7 were enriched in epidermal development and keratinocytes differentiation (Fig. 8d). 

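Gene sets were tested as lists written by hand before the data were examined, not as the ontology's own terms. Each list was compared with the features called, against all features tested that day, by a one-sided Fisher's exact test with Benjamini-Hochberg adjustment over 6 lists. Genes of a list vary together, so these p-values describe these samples. Of 68 inflammatory response genes tested, 23 were lower at day 3, where 1.55 are given by chance (p = 3.13e-21, adjusted p = 1.88e-20 by Fisher's exact test on limma calls with Benjamini-Hochberg adjustment). Il11, Il19, Tnf, Il23a, Il1rl1, Il1r2, Il1b, Tlr4 and Tlr6 among the genes called lower are also in Table S18. The paper drew that table from these samples, so for these genes the test is not independent of the paper's choice. In sign, 43 of the 68 were lower and 25 higher, and 3 were called higher. The mean over the inflammatory list was 3.78, 4.77 and 4.47 in controls and 3.59, 4.08 and 3.76 in treated wounds, so the groups overlapped (exact permutation test, two-sided, p = 0.2). Of 63 interferon response genes, 0 were lower, where 1.44 are given by chance (Fisher's exact test, p = 1), and 7 were higher (Fisher's exact test, p = 0.000176). In sign, 62 of the 63 were higher, with a median log2 fold change of 0.98, well above the all-gene median. The mean log2(FPKM + 0.1) over the interferon list was 1.79, 1.9 and 1.82 in controls and 1.86, 4.42 and 1.99 in treated wounds, so the rise was mostly that of treated replicate 2. Camera, a rank test of limma over all features with the inter-gene correlation set to 0.01, moved this list most, giving a mean log2 fold change of 0.94 (p = 1.15e-09) towards higher. Of 108 epidermal differentiation genes tested at day 7, 2 were called higher, Klf4 and Tgm1, which are named here after their values were seen. Chance gives 0.769 (Fisher's exact test, p = 0.180), and with the replicate number as a block the number was again 2 (Fisher's exact test, p = 0.250). In sign, 80 of the 108 were higher, and the mean log2 fold change of the list was 0.83. The mean over the epidermal list was -0.64, 0.31 and 0.63 in day 7 controls and -0.59, 5.26 and -1.91 in treated wounds.

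**Figure D4:**
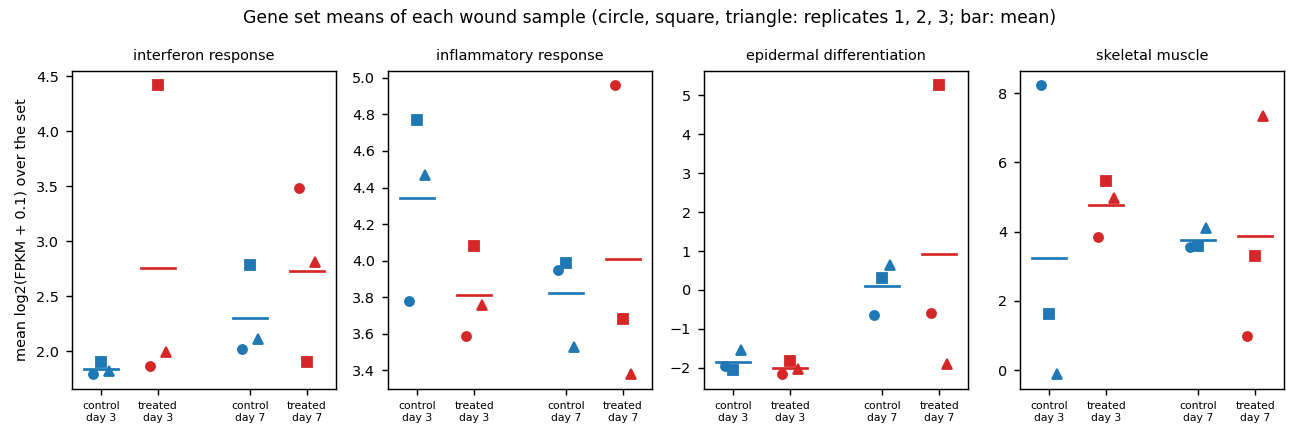
Mean log2(FPKM + 0.1) over the genes of 4 lists (interferon response, inflammatory response, epidermal differentiation, skeletal muscle) in each of the 12 wound samples, with control in blue, SGM-miR146a-Exo@SFP treated wounds in red, a symbol per replicate number and a bar at the mean of 3 samples. Treated replicate 2 stands alone at 4.42 in the interferon list at day 3 and at 5.26 in the epidermal list at day 7.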

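A list of IL-17, TNF and NF-κB signalling genes, written by hand from what those pathways contain, had 77 genes tested at day 3. Of these, 13 were called lower (Fosb, Gadd45b, Tnf, Fosl1, Il1b, Cxcl3, Cxcl1, Ptgs2, Csf3, Tlr4, Cd14, Junb and Cxcl2), where chance gives 1.76 (one-sided Fisher's exact test, p = 1.87e-08, adjusted p = 5.60e-08 from Fisher's test on limma calls with Benjamini-Hochberg adjustment). Most of the list did not move together, as 41 genes were lower and 36 higher in sign and the median log2 fold change was -0.06. The 13 genes are named because they were called, after their values were seen. Tnf, Il1b and Tlr4 among them are also in Table S18, which the paper drew from these samples. With each replicate left out in turn, 9 to 14 of the list were lower, and with all 12 samples in one fit 5 were (Fisher's exact test, p = 0.0109). Of 71 insulin signalling genes tested at day 7, 0 were called higher, where chance gives 0.506 (Fisher's exact test, p = 1), and 34 were higher and 37 lower in sign. With the replicate number as a block, 0 were higher. Of 94 genes of the cell adhesion molecule list tested at day 7, 2 were called higher, Icos and Cd8b1, where chance gives 0.669 (Fisher's exact test, p = 0.145). Both genes are named after their values were seen. The call of this list depended on the setting. With the replicate number as a block, 4 genes were higher (Fisher's exact test, p = 0.00995), after median-ratio scaling 8 (Fisher's exact test, p = 1.25e-05), and with a pseudocount of 1 there were 0.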

The statistics of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of DEGs indicated that SGM-miR146a-Exo@SFP downregulated interleukin, TNF, NF-κB signaling pathways at day 3 (Fig. 8e) and upregulated insulin pathway and cell adhesion molecule (CAM) pathway which could be involved in cell development and differentiation^32^ at day 7 (Fig. 8f). The confirmation experiment of the inflammation signaling pathways was performed on the expressions of p-NFκB-p65, NFκB-p65, p-IκBα, and IκBα. The results indicated the expressions of p-NFκB-p65 were obviously decreased and the activation of NFκB-p65 were inhibited in SGM-miR146a-Exo@SFP group. The expression levels of p-IκBα were downregulated and IκBα were reactively upregulated in SGM-miR146a-Exo, SFP, and SGM-miR146a-Exo@SFP group compared with control. (Fig. 8g). 

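Of the 52 genes drawn in Fig. S10, all were tested at day 3 and 51 at day 7. At day 3, 21 were called lower and 14 higher by limma. At day 7, 2 were called lower, Il6 and Nr4a3, and 1 higher, Il17a. With Benjamini-Hochberg adjustment of the limma p over these genes alone, 31 had an adjusted p under 0.05 at day 3 and 0 at day 7, against 38 and 5 with an unadjusted p under 0.05. The genes are the paper's own choice from these samples, and adjusted over all features 0 passed at either day. The genes higher at day 3 included those of macrophages and antigen presentation (Cd5l, Marco, Cybb, H2-Q6 and H2-Q7), with log2 fold changes of 3.37, 2.01, 1.15, 1.35 and 1.36. Nlrp3, Cyp2u1, Crhbp, Nr4a3 and Il1rap were among those lower, with log2 fold changes of -2.25, -2.30, -1.95, -1.88 and -1.44. Il17a was higher at both days, with log2 fold changes of 1.75 and 2.56.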

Finally, we performed the association analysis of 52 DEGs involved in inflammatory reaction and cellular proliferation and differentiation during wound healing. Supplementary Fig. S10 revealed the interaction relationship among these DEGs, with IL-1b, IL-1r2, NF-κB, Tlr4, and Tlr6 the most common, which could be used as the potential therapeutic targets to promote wound healing.

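The transcripts that the paper found most common among these interactions were not called at day 7. Il1b was at 780, 990 and 622 FPKM in day 7 control replicates 1, 2 and 3 and at 4630, 542 and 364 in treated replicates 1, 2 and 3, a log2 fold change of 0.31 (standard error 0.97). Il1r2, on chromosome 1 from 40074079 to 40125231, was at 98.0, 131 and 92.2 FPKM in day 7 controls and at 426, 72.7 and 51.8 in treated wounds, a log2 fold change of 0.15 (standard error 0.77). In both genes treated replicate 1 was far above the other samples of that day. Nfkb1 had a log2 fold change of -0.03 (standard error 0.33) at day 7, Tlr4 of -0.39 (standard error 1.36) and Tlr6 of -1.01 (standard error 0.54). In all of these the groups overlapped (exact permutation test, two-sided, p from 0.4 to 1).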

**Fig. 8:**
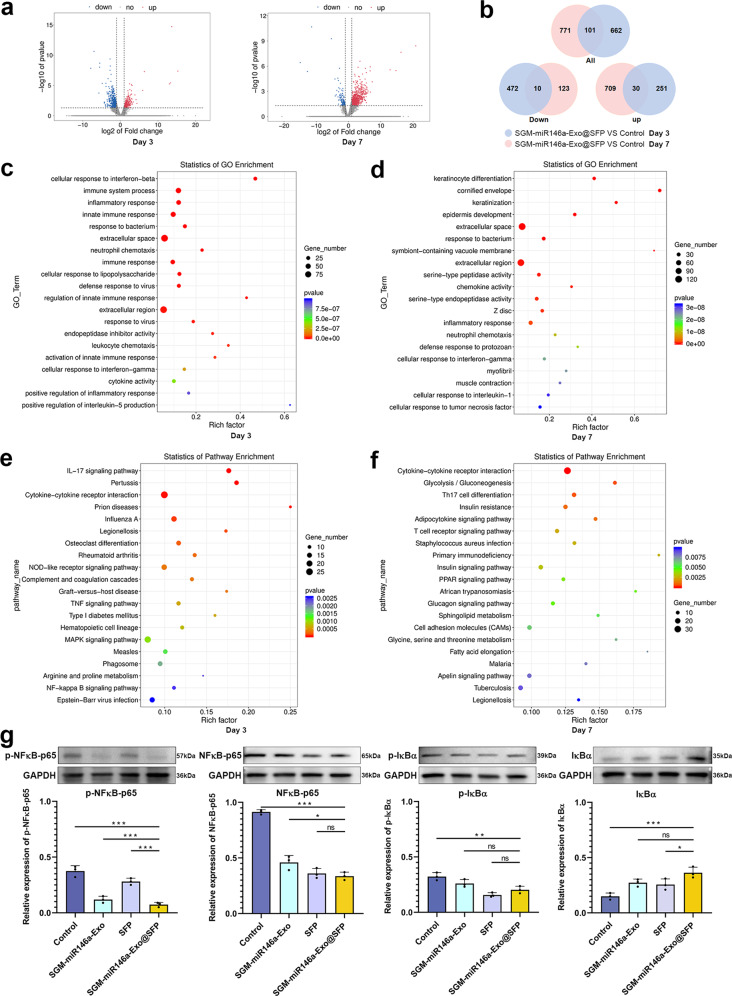
Transcriptomics analysis of the wound tissue and confirmation experiment of the inflammation signaling pathways. **a** Volcano plot of differentially expressed genes (DEGs) at day 3 and day 7. **b** Venn diagram of two overlapping circles representing the overlapped down and up genes at day 3 and day 7. **c** Gene Ontology (GO) enrichment analysis of DEGs. **d** DEGs at day 7 were enriched in skin development and differentiation. **e** KEGG pathway enrichment analysis of DEGs. **f** SGM-miR146a-Exo@SFP upregulated insulin pathway and cell adhesion molecule (CAM) pathway at day 7. **g** The expressions of p-NFκB-p65, NFκB-p65, p-IκBα, and IκBα in wound tissue. Data represent the mean ± S.D. of three different experiments (ns, no significance, *p < 0.05, **p < 0.01, ***p < 0.001)

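Of 19237 features tested at both days, 44 were called at both, where chance gives 18.2 (Fisher's exact test, p = 5.97e-08). Of these, 24 were lower at both days and 6 higher at both, 3 were lower at day 3 and higher at day 7, and 11 were higher at day 3 and lower at day 7. With the replicate number as a block, 58 features were called at both days, 32 lower and 10 higher at both. A pseudocount of 1 left 9. Across all features tested at both days, the log2 fold changes of the days had a Pearson's r of 0.045, taken across genes, which are not independent replicates. Whether the effect of the treatment differed between the days was tested as an interaction in limma over the 12 samples. By limma with Benjamini-Hochberg adjustment, 1 of 20713 features had an adjusted p under 0.05, Gm10108, with an interaction of -5.68 on the log2 scale, and 1403 had an unadjusted p under 0.05. A block for the replicate number left 0 features with an adjusted interaction p under 0.05 by limma with Benjamini-Hochberg adjustment.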

## Discussion

EVs or exosomes, as natural nano-scale drug carriers, provide novel promising delivery systems for the therapy of diseases by loading effective agents. Recently, various biomaterials are used to extend the retention time of exosomes and control the release of therapeutic agents in vivo, which are expected to become a practically powerful tool for chronic wound treatment.^33^ In the treatment strategy, the loading efficiency of pro-healing agents into exosomes and exosomes onto biomaterials is crucial. In this study, we succeeded in engineering the exosomes for efficient miR146a loading and for the special attachment to the surface of SFP by constructing a fusion protein in which the exosomal membrane protein Lactadherin was fused with RNA binding protein and SFBP. In vitro, SGM-miR146a-Exos exhibited excellent inhibiting effect on NF-κB signaling pathway by miR146a targeting IRAK1, thereby downregulating the expressions of a large number of inflammatory cytokines. In vivo, SGM-miR146a-Exo@SFP significantly enhanced the wound repair associated with anti-inflammatory, collagen deposition, and neovascularization. Supplementary Fig. S11 showed the schematic illustration of SGM-miR146a-Exos released from SFP promoting diabetic wound healing.

MiRNAs, as possible therapeutic agents, need an effective delivery system to transfer into target cells. MS2 is a single-stranded RNA bacteriophage and the RNA is composed of 3569 nucleotides encoding four genes including the maturation protein, the capsid protein, the lysisprotein, and the replicase protein. The RNA genome package by capsid protein starts from the binding between the capsid protein dimer and a specific 19-nucleotide stem-loop region (pac site). Recently, the binding specificity of MS2 capsid protein for RNA recognition have been applied for developing virus-like particles for drug delivery. In our experiments, we fused Lactadherin (a membrane-associated protein enriched in exosomes) with MS2 capsid protein at the C terminal to recognize the designed miR146a which have two pac sites at flanks. During the process of exosome biogenesis, the fused Lactadherin-MS2 successfully enriched miR146a into exosomes when miR146a was excessively expressed in PMSCs. Compared to miR146a-Exos without the help of MS2 pac/capsid protein element interaction, a ten-fold increased loading efficiency of miR146a was observed in MS2-miR146a-Exos.

Even though there are so many researches about effects of EVs on wound treatment, the administration and retention of EVs in wounds still face challenges. Application of biomaterials provides sustainable release and even distribution of EVs on wound surface.^34,35^ Silk is a natural high polymer fiber protein, containing 70–80% silk fibroin with good mechanical, physical, and chemical properties. In our experiment, SFP was served as exosome-laden scaffolds after evaluation of biological safety in vivo. To enhance the loading efficiency of exosomes onto SFP, we inserted SFBP between SP and C1C2 domains of exosomal membrane protein Lactadherin. With the help of SFBP presented on the exosomal membrane, the SF-affinity exosomes distributed more densely on SFP compared with the natural exosomes without the capacity of SF-affinity. Additionally, we also fused Lactadherin with Gluc following SFBP as a good agent for exosome labeling.

Chronic diabetic wounds occur frequently in diabetic patients such as diabetic foot and diabetic ulcer. Persistent inflammation and vascular dysfunction are the main causes of diabetic wound unhealing, so suppressing inflammation and promoting angiogenesis can help tackle the root of chronic wound healing problem.^36,37^ In this research, miRNA-146a as an anti-inflammatory regulator was encapsulated in exosomes and then the exosomes were loaded onto SFP. With above efficient miRNA delivery system, we created a new wound dressing named SGM-miR146a-Exo@SFP. In vivo experiments showed that SGM-miR146-Exos@SFP accelerated diabetic wound healing by inhibiting inflammatory response and promoting angiogenesis companied with enhanced granulation tissue formation, re-epithelialization, and collagen deposition. Consistent with our results, Zeng et al.^38^ and Li et al.^39^ also reported the function of miR146 to repress inflammatory response in acute lung injury and induce angiogenesis in osteoarthritis cartilage.

We next investigated the mechanism responsible for the anti-inflammatory and angiogenesis function of miR146 during wound healing. MiR146a has been predicted to target TNF receptor-related factor 6 (TRAF6), IRAK1, and Smad4. Researchers found that miR146a inhibited the expression of TRAF6 and IRAK1 and blocked the activation of TLRs/NF-κB signaling pathway, thereby reducing the release of pulmonary inflammatory factors.^38^ In our experiment, miR146a inhibited the expression of IRAK1, TNF-α, IL-1β, and IL-6 in vitro and the expression of IRAK1, IL-6, and p-NFκB-p65 in vivo. In terms of angiogenesis function, we found that miR146 enhanced the expression of IB4, CD31, and VEGF. Consistent with our results, Li et al.^39^ reported that miR146a upregulated VEGF expression through targeted inhibition of Smad4, contributing to the pathogenesis of osteoarthritis.

Collectively, we generated engineered exosomes SGM-miR146a-Exo by fusing Lactadherin with SFBP between SP and C1C2 domains to attach the surface of SFP, with Gluc following SFBP to monitor exosomes in real-time, and with MS2 at the C terminal to load designed miR146a which have two pac sites at flanks. SGM-miR146a-Exo@SFP created as a new wound dressing was proven to inhibit inflammation and promote angiogenesis, thereby accelerating wound healing. Consequently, this study not only provides an efficient approach to enrich miRNAs into exosomes, but also develops a practical exosome@biomaterial-based drug delivery platform for miRNAs to treat diabetic wounds.

## Materials and methods

### Ethics statement

The animal experiments were approved by the medical ethics committee of Chinese PLA General Hospital.

### Phage display for SFBP

The SFBP was selected through screening the 12-phage peptide library and validation by ELISA. The biopanning of SFBP schematic was shown in Supplementary Fig. S1. The detailed screening and preparation methods of SFBP were provided in the Supplementary Material.

### Preparation and identification of exosomes

Exosomes derived from PMSC (Exo), G-PMSC (G-Exo), SGM-PMSC (SGM-Exo), miR146a-PMSC (miR146a-Exo), and SGM-miR146a-PMSC (SGM-miR146a-Exo) were prepared as the methods described in the Supplementary Material. Exo and G-Exo were used as control. All the exosomes were summarized in a Table (Supplementary Table S17). Exosome morphologies were observed using transmission electron microscopy (TEM). The size distribution of exosomes was measured by using Nanosizer technology (Malvern Instruments, Malvern, U.K.). Expression of the exosomal characteristic markers CD9 (1:500), CD63 (1:1,000), TSG101 (1:500), and Calnexin (1:500) (CST, MA, USA) were analyzed by Western blotting.

### Preparation of SFP encapsulating engineered exosomes

The silk fibroin protein-based porous materials were prepared as the methods in the Supplementary Material. The silk fibroin protein porous materials were prepared into patches of the wound size. 100 μg of exosome solution (50 wt%) was added to the SFP, followed by incubating at 37 °C for 10 min for exosome attaching to the SFP. The uncombined exosomes were washed away from SFP with deionized water. Finally, SGM-Exo loaded SFP (SGM-Exos@SFP) was obtained through the above process. The control SFP was infiltrated with PBS for detection.

### Release and internalization of Gluc-labeled exosomes

The total protein of exosomes was monitored by Gaussia luciferase (Gluc) activity using an exposure apparatus. The release ratio of exosomes was tested in the presence of the Gluc substrate water-soluble coelenterazine (GeneCopoeia). Briefly, the Gluc-labeled exosomes (G-Exos) isolated from PMSCs, which transduced with Gluc fusion protein, were used as the control exosome in binding rate analysis. 100 μg exosomes were added in a patch of 10-mm diameter, following combination with each other in 48-well plate at 37 °C for 10 min. Then, adding 200 μL PBS in each well to submerge the SFP. After incubating in a 37 °C incubator for differential time, the supernatant PBS was collected and moved to another 48 wells plate for BLI analysis. The amounts of leaching exosomes were measured via Gluc signals according to the trend of linear dependent relationship between the quantity of exosomes and Gluc activity. The internalization of G-Exos was analyzed in HaCaT cells. HaCaT cells were seeded at 5 × 10^4^ cells per well in a 24-well plate one day prior to adding SGM-Exos (100 μg/mL) and SGM-Exo@SFP, then incubated for 1, 3, 6, 9, 12, 18, 24, and 36 h. After washing by PBS twice, the internalization of exosomes was analyzed by luminescence imaging system.

### BLI analysis

The retention of SGM-Exo and SGM-Exo@SFP were monitored by Gaussia luciferase (Gluc) activity. In the vivo experiments, 100 μg SGM-Exos in a volume of 100 μL were loaded in SFP, and then the SGM-Exo@SFP was subcutaneously implanted in the back of nude mice. 100 μg SGM-Exo solution without SFP was used as control. At the indicated time points (0, 12, 24, 36, 48, and 72 h), water-soluble coelenterazine (5 mg/kg, Nanolight Technology) was injected subcutaneously and the animals were imaged immediately using IVIS Lumina Imaging System. The signal activity of BLI was expressed as photons/s/cm^2^/steradian (sr).

### Dual-luciferase reporter assay

Renilla luciferase (Rluc) was used as an internal control. The firefly luciferin (Fluc) was used as the substrate to detect the expression of IRAK1. Luciferase catalyzed the oxidation of luciferin to oxyluciferin with the participation of Mg^2+^ and O_2_. In the oxidation process of luciferin, bioluminomescence occurred. Then, in subsequent experiments, the bioluminescence of Fluc was terminated by the addition of coelenterazine, the substrate of Rluc that inhibited the luciferase catalysis of Fluc. Bioluminescence occurred through the catalytic oxidation of luciferase to coelenteramide. After 2 min, the bioluminescence was measured by a chemiluminescence instrument. The BLI signals were all measured by average radiance from regions of interest (ROI). In the BLI experiments performed in plates, the ROIs were merged with the wells in each group.

### Diabetic wound model treatment and analysis

The detailed methods of diabetic wound model treatment and analysis were provided in the Supplementary Materials and Methods.

### Statistical analysis

All results presented are from at least three independent experiments for each condition. Data are expressed as mean ± standard deviation (S.D.). One-way or two-way analysis of variance was used to determine the level of significance using GraphPad Prism 9.2 software. Differences were considered statistically significant at *p* < 0.05.

## Supplementary information

Supplementary Materials for MiR146a-loaded engineered exosomes released from silk fibroin patch promote diabetic wound healing by targeting IRAK1

## Data Availability

The RNA-seq data generated during this study have been deposited in the NCBI’s Gene Expression Omnibus (GSE217981). Other data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: MiR146a-loaded engineered exosomes released from silk fibroin patch promote diabetic wound healing by targeting IRAK1
**Source:** Signal Transduct Target Ther. 2023 Feb 13;8:62. doi: 10.1038/s41392-022-01263-w
**Supplement:** Supplementary file 1 — Supplementary Materials for MiR146a-loaded engineered exosomes released from silk fibroin patch promote diabetic wound healing by targeting IRAK1

Supplementary Materials for

MiR146a-loaded engineered exosomes released from silk fibroin patch promote diabetic wound healing by targeting IRAK1

Qiankun Li^1,2,a^, Wenzhi Hu^2,a^, Qilin Huang^2^, Jie Yang^2^, Bingmin Li^2,3^, Kui Ma^2,4,5^, Qian Wei^2^, Yaxi Wang^2^, Jianlong Su^2,6^, Mengli Sun^2^, Shengnan Cui^2^, Rungong Yang^1^, Haihong Li^7,*^, Xiaobing Fu^1,2,4,5,*^, and Cuiping Zhang^2,4,5,*^

**This PDF file includes:**

Materials and Methods

Figure S1 to S11

Table S1 to S19

Materials and Methods

**Cell isolation and culture.** The human placenta-derived mesenchymal stem cells (PMSCs) were obtained from Health & Biotech and identified as described previously.^1^ PMSCs were cultured in the mixed medium of high glucose Dulbecco's Modified Eagle Medium (DMEM) and DMEM/F12 medium (Gibco, CA, USA) at a ratio of 1:1 with 10% exosome-free FBS (SBI, CA, USA) and 100 U/mL penicillin-streptomycin (PS) (Gibco). The PMSCs used in the subsequent experiments were between passages 3 and 8. Human immortalized keratinocytes (HaCaT cells) were obtained from ATCC Cell Lines Service (Manassas, VA, USA). The medium for HaCaT cells was Epilife^TM^ medium (Gibco). 293T cells were maintained in DMEM with 100 U/mL penicillin-streptomycin (Gibco) and 2 mM L-glutamine (Gibco). All cells were cultured in a humidified atmosphere of 5% CO_2_ at 37 °C.

**Phage display for silk fibroin binding peptide (SFBP).** The SFBP was selected through screening the 12-phage peptide library and validation by ELISA. Briefly, plates were coated with 10 mg/mL antigen (SF) incubate at 60 °C for membrane forming. The library phage was inputted into the plates and incubated for 1.5 h at 37 °C. Then the diluted eluate phage and blent 10 μL dilution with 180 μL E. coli TG1. Precipitation was centrifuged and suspended with 1 mL PBS. The supernatant was transferred to a sterile tube, which is the amplified phages and could be used in the next biopanning. After 3-4 rounds of biopanning, the phage supernatant was added to the wells for polyclonal and monoclonal phage ELISA. Plates were coated with 2 mg/mL antigen incubate at 60 °C for membrane forming. Diluted anti-M13-HRP antibody (1:5000) was added 100 μL in per well and incubated at 37 °C for 1 h. 100 μL TMB per well was added and incubated at room temperature and then 100 μL 2M HCl per well was added. Plates were read using a microplate reader set at 450nm-620nm. Then the superior clones were detected again by ELISA for verification. Then sequence analysis of the high-specific clones was performed. The biopanning of silk fibroin binding protein schematic was showed in Fig. S1.

**Plasmids and lentivirus-based gene** **transduction.** Human Gaussia luciferase fused with lactadherin (Gluc-lactadherin) were prepared as previously reported^2^ and used in this study to indicate the exosome activity. The Gluc-lactadherin lentiviral plasmid (G-pLV) was constructed to be used for plasmids and lentivirus-based gene transduction**.** Then the sequences of Gluc-lactadherin were inserted into the fragment of C1C2 to construct the SFBP-Gluc-MS2 (SGM) fusion protein and the SGM lentiviral plasmid (SGM-pLV) were constructed. Oligonucleotide P146, which encodes pre-miR146a and pac sites, was chemically synthesized (Sangon Biotech, Shanghai, China), and then inserted into plasmid pMS to construct the recombinant pac-pre-miR146a-pac (miR146a) lentiviral plasmid (miR146a-pLV). The precursor of miR-146a (pre-miR146a) and two C-5 variant pac sites (pac), which were upstream and downstream of pre-miR146a, were designed to be loaded into the MS2 of SGM lentiviral plasmid (SGM-miRNA146a-pLV). A similar strategy was used to construct a control lentiviral vector, pac-pre-miRNC-pac in this study. These recombinant lentiviral plasmids were transfected into 293T cells and the corresponding lentiviral (Lv) particles were packaged. The PMSCs were respectively infected with G-Lv, SGM-Lv, miR146a-Lv and SGM-miR46a-Lv, and then selected by the medium containing 1 μg/mL puromycin (Sigma, MO, USA). Finally, the transduced cells G-PMSCs, SGM-PMSCs, miRNA146a-PMSCs and SGM-miR146a-PMSCs were obtained.

**Isolation and identification of exosomes.** After PMSCs reached approximately 50%–60% confluence, the supernatant was discarded, and the cells were washed with PBS. Then the cells were incubated in high glucose DMEM and DMEM/F12 medium at a ratio of 1:1 with 10% exosome-free FBS and 100 U/mL PS for 48 h. The exosomes were isolated from the conditioned medium of PMSCs as follow. Briefly, the CM was centrifuged at 300 g for 15 min, followed by 2,000 g for 15 min to remove dead cells and cellular debris. Then the supernatants were filtered through a 0.22 mm filter (Merck Millipore) to further remove cellular debris in the CM. The filtered solution was centrifuged at 4,000 g until the volume in the upper compartment was concentrated to approximately 200 mL in a 15-mL Amicon Ultra-15 Centrifugal Filter Unit of 100,000 daltion (Da) molecular weight cut-off (Merck Millipore). The ultrafiltration liquid was washed with PBS, and ultrafiltration was repeated three times at 4,000 g to 200 μL. For further purification, the liquid was ultracentrifuged at 100,000 g for 1 h using a sterile Ultra-Clear tube (Beckman Coulter, Brea, CA, USA) with a 30% sucrose-D2O cushion. The pellets were resuspended in 15 mL of PBS and centrifuged at 4,000 g to approximately 200 μL. All procedures were performed at 4 °C. Exosomes derived from PMSCs (Exo), G-PMSCs (G-Exo), SGM-PMSCs (SGM-Exos), miR146a-PMSCs (miR146a-Exos) and SGM-miR146a-PMSCs (SGM-miR146a-Exos) were isolated as above. The Exo derived from untreated PMSC was the control group, and the G-Exo derived from G-PMSC containing Gaussia luciferase was also used as control in the exosome activity assay. Exosome morphologies were observed using transmission electron microscopy (TEM). The size distribution of exosomes was measured by using Nanosizer technology (Malvern Instruments, Malvern, U.K.). Expression of the exosomal characteristic markers CD9 (1:500), CD63 (1:1,000), TSG101 (1:500) and Calnexin (1:500) (CST, MA, USA) were analyzed by Western blotting.

**Preparation of SFP encapsulating engineered exosomes**. The raw silk was immersed in sodium carbonate solution with a concentration of 0.75 mol/L. The silk was degummed at 85 °C for 45 min, then washed with deionized water and repeated for 5 times to obtain the degummed silk. After drying for 4 h at 60 °C, 9.3 mol/L lithium bromide solution was added to the degummed silk. the degummed silk was dissolved in lithium bromide solution at 60 °C for 4 h. After cooling, the silk fibroin solution was put into a dialysis bag with molecular weight cut off 3,500 Da and dialysed in deionized water for 48 h. During the period, the water was changed every 2 h. After dialysis, the aqueous solution of silk fibroin was centrifuged at 9000 r/min for 2 times. The undissolved precipitate was removed to obtain an aqueous solution of recycled silk protein with a concentration of 6-9%. Higher concentration of silk fibroin protein solution could be obtained by PEG concentration. 7% silk fibroin solution, glycerin (Gly) and PEG400 were mixed with 10:5:3 mass ratio to get a mixed solution. The mixed solution was molded at -80 °C in culture dish. And then the moisture was removed from the molding by vacuum freeze dryer for 48 h. Finally, the silk fibroin protein-based porous materials with β-folding structure were obtained. Then the silk fibroin protein porous materials were prepared into patches of the wound size. 100 μg of exosome solution (50 wt%) was added to the SF patches, followed by incubating in 37 °C for 10 min, the exosomes could attach to SF. Finally, the product, SF affinity exosomes derived from SGM-146a-PMSCs loaded on SFP (SGM-146a-Exos@SFP), was washed with deionized water. Control SF patch was prepared under the same conditions, with the addition of PBS alone instead of exosomes.

**Characterization of Materials.** In order to characterize the morphology and chemical structure properties of SF patch and encapsulated exosome SF patch, the samples were fixed with 2.5% Glutaraldehyde for analyzation. The samples were loaded on top of conductive tapes mounted on SEM sample stubs and sputter-coated with gold for 60 s using gold sputter coating equipment (Cressington Scientific Instruments, Watford, UK). The SF patch and encapsulated exosome SF patch, were detected by Fourier transform IR (FTIR) spectrometry (Vector22; Bruker Daltonics, MA, USA) using the KBr pellet technique.

**Biosafety evaluation of the silk fibroin patch.** HaCaT cells were used for the cytotoxicity test of silk fibroin material in vitro. In the experiment, different proportion of SFP immersion solution were added to the cell culture medium. And different proportion of PBS solution were added to the cell culture medium as control group. For biosafety test in vivo, Balb/c mice were used as experimental animals**.** The SFP group was developed by multiple intraperitoneal injection of 25% SFP immersion solution every two days for 6 weeks. The toxicosis (Tox) group, which used as the positive control, was obtained by multiple intraperitoneal injection of 0.5% CCl4 solution every two days for 6 weeks. The normal saline (NS) group was developed by the above method as control. The liver and kidney, which are important organs for toxin metabolism, were used for biological toxicity analysis in vivo. The blood samples were collected from the mice in different groups for biochemistry. The hepatorenal function indexes were detected to analyse the biological toxicity of SFP to vital internal organs. Moreover, the pathologic changes of the liver and kidney tissue were observed by H&E and Masson staining.

**Release and internalization of Gluc-labeled exosomes.** The total protein of exosomes was monitored by Gaussia luciferase (Gluc) activity using an exposure apparatus. The release ratio of exosomes was tested in the presence of water-soluble coelenterazine (GeneCopoeia). Briefly, the Gluc-labeled exosomes (G-Exos) isolated from PMSCs, which transduced with Gluc fusion protein, were used as the control exosome in binding rate analysis. 100 μg exosomes were added in a patch of 10-mm diameter, following combination with each other in 48-well plate at 37 °C for 10 min. Then, adding 200 μL PBS in each well to submerge the SFP. After incubating in a 37 °C incubator for differential time, the supernatant PBS was collected and moved to another 48 wells plate for BLI analysis. The amounts of leaching exosomes were measured via Gluc signals according to the trend of linear dependent relationship between the quantity of exosomes and Gluc activity. The internalization of G-Exos was analyzed in HaCaT cells. HaCaT cells were seeded at 5 × 10^4^ cells per well in a 24-well plate one day prior to adding SGM-Exos (100 μg/mL) and SGM-Exo@SFP, then incubated for 1, 3, 6, 9, 12, 18, 24 and 36 h. After washing by PBS twice, the internalization of exosomes was analyzed by luminescence imaging system.

**In vivo bioluminescence imaging analysis**. The retention of SGM-Exo and SGM-Exo@SFP were monitored by Gaussia luciferase (Gluc) activity. In the vivo experiments, 100 μg SGM-Exos in a volume of 100 μL were loaded in SFP, and then the SGM-Exo@SFP was subcutaneously implanted in the back of nude mice. 100 μg SGM-Exos solution without SFP were used as control group. After treatment for 0, 12, 24, 36, 48, and 72 h, the mice were imaged using IVIS Lumina Imaging System. At the indicated time points, 0.1 μg/mL water-soluble coelenterazine (5 mg/kg) was injected subcutaneously for luminescence measurement. The signal activity of BLI was expressed as photons/s/cm2/steradian (sr).

**Isolation of miRNA from exosomes and qPCR.** The miRNA was extracted from exosomes of four genotype (Exos, miR146a-Exos, SGM-Exos and SGM-miR146a-Exos), by using a miRcute miRNA Isolation Kit (Tiangen, Beijing, CN), following the manufacturer’s instructions. Synthesis of cDNA was carried out using the miRcute Plus miRNA First-strand cDNA Kit (Tiangen) according to the manufacturer’s instructions. Samples of the cDNA were used as a template for quantitative PCR (qPCR) using the miRcute plus miRNA qPCR kit (SYBR Green) (Tiangen). Reactions were set up to a total volume of 20 μL according to the product protocol and performed on the Stratagene MX3005P qPCR system (Agilent Technologies). Each reaction was set up in triplicate for the target gene 146a under test. Triplicate reactions were also set up with an identical amount of template using primers designed against GAPDH (glyceraldehyde-3-phosphate dehydrogenase) as a housekeeping gene reference standard for normalization of the results. For all qPCR assays, the efficiency of the different primer sets was tested by establishing a standard curve using serial dilutions of a cDNA pool made by combining samples of all the templates used in each experiment. MxPro qPCR Software was used to analyse the dissociation and amplification curves of every experiment and to obtain the threshold cycle values (Ct). Each group has more than 3 samples. Data were then analyzed using Microsoft Excel for quantitation of target gene relative to the reference standard using the 2-ΔΔCT method. T-test analysis were performed on the 2-ΔΔCT values for the samples.

**Western blotting analysis.** HaCaT cells were treated with Exos, miR146a-Exos, SGM-Exos and SGM-miR146a-Exos, respectively. Treated HaCaT cells were lysed by RIPA buffer (Invitrogen) containing protease and phosphatase inhibitors. Protein concentrations were measured by Bicin-choninic acid (BCA) Protein Assay Kit (Solarbio). Equal amounts of heat-denatured protein samples (20 μg) were separated by 12-15% SDS-PAGE gels and then transferred onto PVDF membrane. The transferred protein membranes were blocked with 5% non-fat dried milk for 1 h, followed by incubation with specific primary antibody IRAK1 (CST, MA, USA) at 4 °C overnight, and secondary antibodies for 2 h. GADPH (R&D Systems, Wiesbaden, Germany) was used for internal loading control. The blots were finally detected by chemiluminescence. The protein expression analysis of molecules associated with inflammation and blood vessels in wound tissue were performed with the primary antibody p- NFκB-p65, NFκB-p65, p-IκBα, IκBα, IL-6, CD31, VEGF (CST, MA, USA) and the second antibody Goat Anti-Rabbit/Mouse IgG (TransGen, BJ, CN).

**Dual-luciferase reporter assay.** Renilla luciferase (Rluc) is usually used as an internal control. The firefly luciferin (Fluc) was used as the substrate to detect the expression of IRAK1. Luciferase catalyzes the oxidation of luciferin to oxyluciferin with the participation of Mg^2+^ and O_2_. In the oxidation process of luciferin, bioluminomescence occurs. Then, in subsequent experiments, the bioluminescence of Fluc was terminated by the addition of coelenterazine, the substrate of Rluc that inhibit the Luciferase catalysis of Fluc. Bioluminescence occurs through the catalytic oxidation of luciferase to coelenteramide. After 2 min, the bioluminescence was measured by a chemiluminescence instrument. The BLI signals were all measured by average radiance from regions of interest (ROI). In the BLI experiments which performed in plates, the ROIs were merged with the wells in each group.

**The expression levels of inflammation-related cytokines detected by ELISA**. After treated with exosomes for 3 days, the cell culture mediums were collected from 6-well plates and centrifuged at 4 °C, 3 000 r/min for 15 min. The expression levels of IL-1β, IL-6 and TNF-α in the supernatant of each group were detected by Enzyme-linked Immuno Sorbent Assay (ELISA) kit according to the operation instructions. After colouration, the absorbances were measured at 450 nm by enzyme plate analyzer to establish a standard curve. The concentrations of IL-1β, IL-6 and TNF-α in the samples were calculated by standard curve.

**Diabetic mouse skin wound model and treatment.** All experimental protocols were approved by the Animal Research Committee of Chinese PLA General Hospital. The BKS-DB (db/db) mice were spontaneous type 2 diabetes BKS-Leprem2Cd479/Nju mice and obtained from Nanjing biomedical research institute of Nanjing University. The db/db mice were constructed the mutation of leptin receptor (Lepr) gene by CRISPR/Cas9 technology on a C57BLKS/JNju background for the damage on function of diabetes gene (db). The db/db mice have obvious characteristics of type 2 diabetes, such as hyperglycemia, hyperlipidemia and hyperinsulinemia. The db/db mouse always maintains fasting blood glucose and body mass at a high level, which is an ideal animal model for experimental studies of type 2 diabetes and its complications. The 8-10 weeks male mice were used in this study. All animal experiments complied with the Animal Research: Reporting of In Vivo Experiments guidelines. All experimental protocols were approved by the Animal Research Committee of Chinese PLA General Hospital. The diabetic mice were divided into four groups: control (untreated), SGM-miR146a-Exo (treated with SGM-miR146a-Exo alone), SFP (treated with SFP alone), SGM-miR146a-Exo@SFP (treated with SGM-miR146a-Exo@SFP), and their wounds were observed every day after injury. Eight-week-old BKS mice were acclimatized for 1 week. Wounds were made on the backs of db/db mice. Animals were anesthetized by i.p. injection of 50 mg/kg pentobarbital sodium. Standardized full-thickness skin wounds (10 mm in diameter) were created with biopsy punches (10 mm) by removing epidermis and dermis along with the panniculus carnosus. 10 mm diameter SGM-miR146a-Exo, SFP and SGM-miR146a-Exo@SFP scaffolds were applied on the wound beds, and the wounds were untreated in control groups. After surgery, the animals were caged separately and monitored daily. Digital photographs of the wounds were captured on days 0, 3, 7, 14, 21 after surgery by using a D750 camera (Nikon, Tokyo, Japan) at an equal distance and a calibration scale on the side. The wound area was measured using Image J software (NIH, Bethesda, MD, USA). Wound-size reduction was determined by using the following formula: wound-size reduction (%) = (A0-At)/A0×100, where A0 is the initial wound area (at t = 0) and At is the wound area at day 3, 7, 14 or 21 after surgery. Scar width was measured as the distance between the two ends of the long axis of the wound.

**Histochemical and immunofluorescence staining.** Six wounds per group were studied by histopathological analysis on days 3, 7, 14 and 21 after surgery. The animals were euthanized by cervical dislocation, to harvest skin and muscle samples from the full-thickness defect wound on the back of mice. The wound tissue was excised along with the surrounding tissue and fixed in 4% paraformaldehyde overnight. The excised skin was then dehydrated through a graded series of ethanol, embedded in paraffin, and sectioned perpendicularly to the wound surface into 5-mm thick sections. The sections were stained by using hematoxylin and eosin (H&E) for histological observation. Masson’s trichrome was used to determine the degree of collagen maturity. For histology, stained slides were imaged with a Leica DM 2500 microscope. The length of the neo-epithelium was determined by using a previously described procedure.^3^ Immunofluorescence (IF) staining of the sections were performed to reveal the inflammatory response and the progress of angiogenesis during wound healing. IF staining of IB4 (1: 200; Invitrogen) with bioluminomescence, a marker of endothelial cells, were performed to show the angiogenesis. IF staining for IL-6 (1:50-200; CST) and IRAK1 (1:50-200; CST) were performed to reveal the inflammatory response of the wound tissue. Tissue sections were rehydrated and washed with PBS. For antigen retrieval, tissue sections were treated with preheated antigen retrieval buffer (sodium citrate buffer) to 95 °C for 10 min, followed by permeabilization with 0.1% Triton X-100 for 10 min. After blocked in 10% goat serum (Solarbio) for 60 min at room temperature (RT), tissue sections were incubated in the primary antibody overnight at 4 °C and then stained with FITC- or Cy3-conjugated secondary antibodies for 2 h at RT and counterstained with 4’,6-diamidino-2-phenylindole (DAPI) antifade mounting medium. Images were acquired with a Leica SPII confocal fluorescence microscope (Leica, Wetzlar, Germany).

**Transcriptome sequencing and bioinformatics analysis**. Eight-week-old BKS mice were treated as previous description. SGM-miR146a-Exo, SFP, SGM-miR146a-Exo@SFP were prepared and placed on the wound bed as experimental group (n ≥ 3). The wounds were untreated in control groups (n ≥ 3). After mouse euthanasia by cervical dislocation, skin wound tissue from the back of db mice were carefully cleaned with 75 % ethanol and DEPC-treated water. The wound tissue was then dissected and immediately immersed in 2 mL of cold TRI-reagent (Sigma). RNA extracted from 6 control mice and 6 SGM-miR146a-Exo@SFP mice respectively at Day 3 and Day 7 was used to prepare mRNA libraries following the standard Illumina protocol. Total RNA was isolated and purified using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) following the manufacturer's procedure. The RNA amount and purity of each sample was quantified using NanoDrop ND-1000 (NanoDrop, Wilmington, DE, USA). The RNA integrity was assessed by Bioanalyzer 2100 (Agilent, CA, USA) with RIN number >7.0, and confirmed by electrophoresis with denaturing agarose gel. Poly (A) RNA is purified from 1μg total RNA using Dynabeads Oligo (dT) 25-61005 (Thermo Fisher, CA, USA) using two rounds of purification. Then the poly(A) RNA was fragmented into small pieces using Magnesium RNA Fragmentation Module (NEB, cat.e6150, USA) under 94 °C 5-7min. Then the cleaved RNA fragments were reverse-transcribed to create the cDNA by SuperScript™ II Reverse Transcriptase (Invitrogen, cat. 1896649, USA), which were next used to synthesise U-labeled second-stranded DNAs with E. coli DNA polymerase I (NEB, cat.m0209, USA), RNase H (NEB, cat.m0297, USA) and dUTP Solution (Thermo Fisher, cat. R0133, USA). An A-base is then added to the blunt ends of each strand, preparing them for ligation to the indexed adapters. Each adapter contains a T-base overhang for ligating the adapter to the A-tailed fragmented DNA. Single- or dual-index adapters are ligated to the fragments, and size selection was performed with AMPureXP beads. After the heat-labile UDG enzyme (NEB, cat.m0280, USA) treatment of the U-labeled second-stranded DNAs, the ligated products are amplified with PCR by the following conditions: initial denaturation at 95 °C for 3 min; 8 cycles of denaturation at 98 °C for 15 sec, annealing at 60 °C for 15 sec, and extension at 72 °C for 30 sec; and then final extension at 72 °C for 5 min. The average insert size for the final cDNA library was 300±50 bp. At last, we performed the 2×150 bp paired-end sequencing (PE150) on an Illumina Novaseq™ 6000 (LC-Bio Technology CO., Ltd., Hangzhou, China) following the vendor's recommended protocol. Cutadapt software (https://cutadapt.readthedocs.io/en/stable/, version: cutadapt-1.9) was used to remove the reads that contained adaptor contamination. And after removed the low-quality bases and undetermined bases, we used HISAT2 software (<https://daehwankimlab.github.io/hisat2/>, version: hisat2-2.0.4) to map reads to the genome. The mapped reads of each sample were assembled using StringTie (http://ccb.jhu.edu/software/stringtie/, version: stringtie-1.3.4d. Linux_x86_64) with default parameters. Then, all transcriptomes from all samples were merged to reconstruct a comprehensive transcriptome using gffcompare software (http://ccb.jhu.edu/software/stringtie/gffcompare.shtml,version:gffcompare-0.9.8.Linux_x86_64). After the final transcriptome was generated, StringTie and ballgown (http://www.bioconductor.org/packages/release/bioc/html/ballgown.html) were used to estimate the expression levels of all transcripts and perform expression level for mRNAs by calculating FPKM. 

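The deposited FPKM values are given for 55385 features by symbol, to 2 decimals, and the smallest value above 0 is 0.01. They hold 55253 different symbols, of which 118 are listed more than once, in 250 entries. In all 12 samples 22398 features are at 0. Of the symbols, 96.5% were found in GENCODE M21. FPKM divides the fragments of a transcript by its length and by the depth of the sample, so in a gene with a single transcript the low values should lie at whole multiples of what 1 fragment is worth. This was looked for in genes with 1 transcript of more than 500 and at most 1000 bases, 636 to 837 of them per sample. The values times the length fell on such steps with a mean cosine between 0.209 and 0.287, against at most 0.089 over 20 shuffles of the lengths in each sample. The steps were clear enough to compare the depth of samples but not to turn the values back into counts.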

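The calls made here with limma were tested on simulated values with the means and spread of the real samples. Of 200 features raised or lowered by a log2 of 2, 185 (92.5%) were called in the right direction. Of these 200, 103 had an adjusted p under 0.05 by limma with Benjamini-Hochberg adjustment. The 200 had a mean FPKM of at least 1, so these shares do not describe features below that level. The noise was drawn separately for each feature, so genes varying together in single mice were not simulated. With no feature changed, 472 of 19692 features (2.40%) were called at the spread of day 3 and 619 of 20175 (3.07%) at the spread of day 7, against 4.16% and 2.49% of the features in the real samples. In the simulated values of day 3 without change, 0 features had an adjusted p under 0.05 and 1044 had an unadjusted p under 0.05.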

The differentially expressed mRNAs were selected with fold change > 2 or fold change < 0.5 and p value < 0.05 by R package edgeR or DESeq2, and then analysis GO enrichment and KEGG enrichment to the differentially expressed mRNAs.

**Statistical analysis.** All results presented are from at least three independent experiments for each condition. Data are expressed as mean ± standard deviation (S.D.). One-way or two-way ANOVA was used to determine the level of significance using GraphPad Prism 9.2 software. Differences were considered statistically significant at *p* < 0.05.

**References**

1. Li, Q.K. et al. Regenerative and reparative effects of human chorion-derived stem cell conditioned medium on photo-aged epidermal cells. *Cell Cycle* **15**, 1144-1155 (2016).

2. Zhang, K. et al. Regenerative and reparative effects of human chorion-derived stem cell conditioned medium on photo-aged epidermal cells. *ACS Appl. Mater. Interfaces* **10**, 30081 (2018).

3. Nakamura,Y. et al. Enhanced wound healing by topical administration of mesenchymal stem cells transfected with stromal cell-derived factor-1. *Biomaterials* **34***,* 9393 (2013).

Supplementary Figures

**
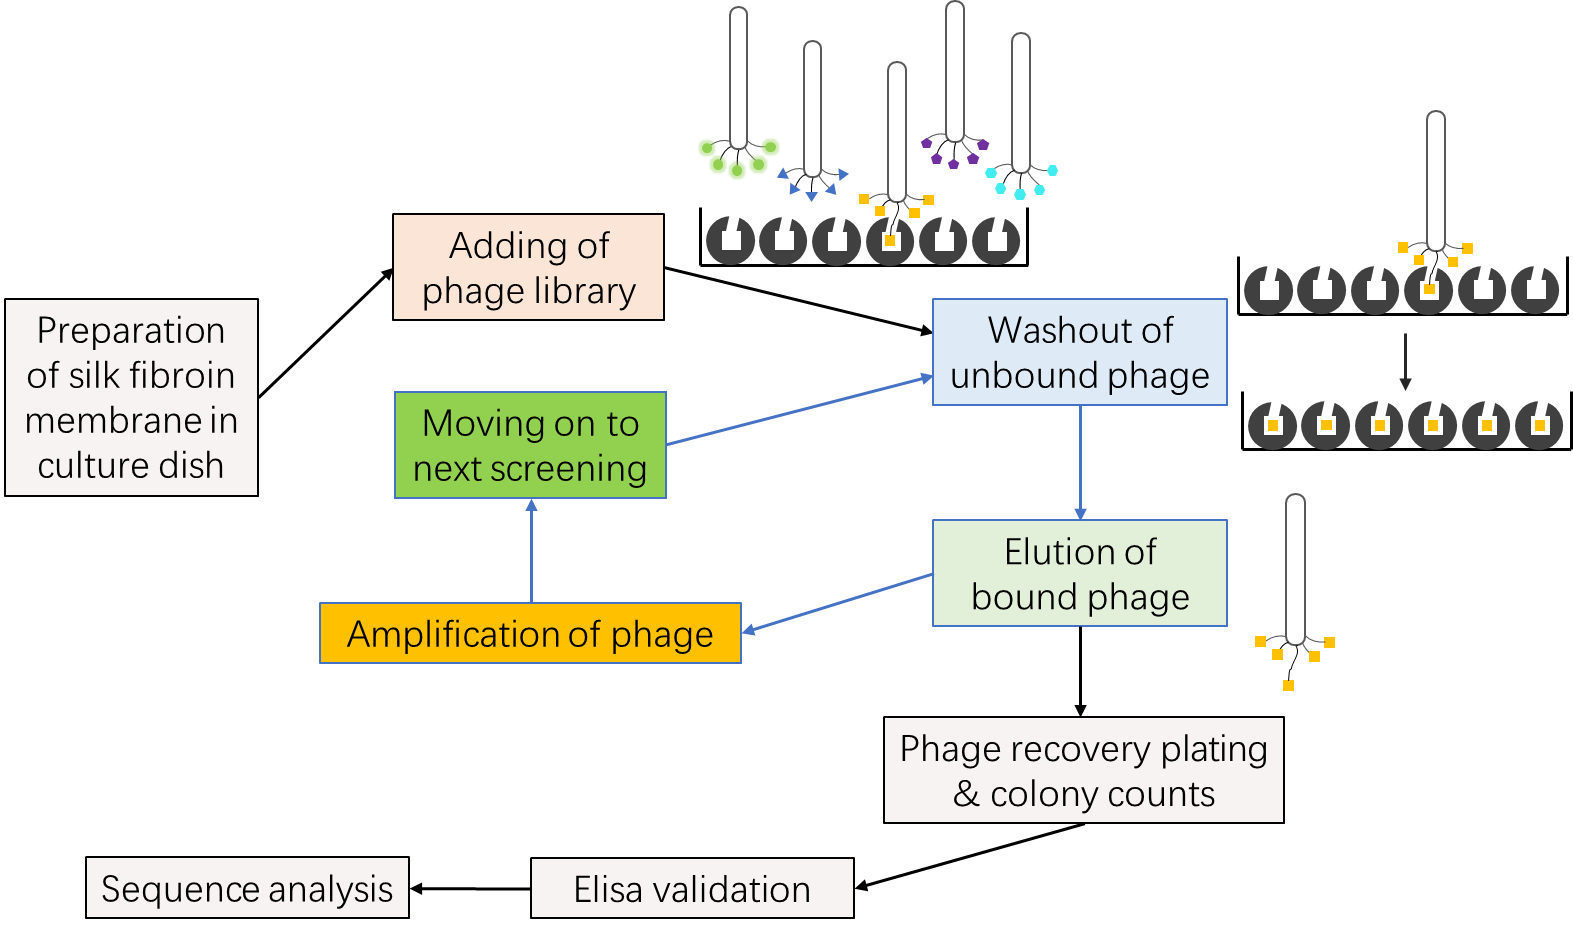
**

**Fig. S1** **Schematic illustration of biopanning of silk fibroin binding protein.**

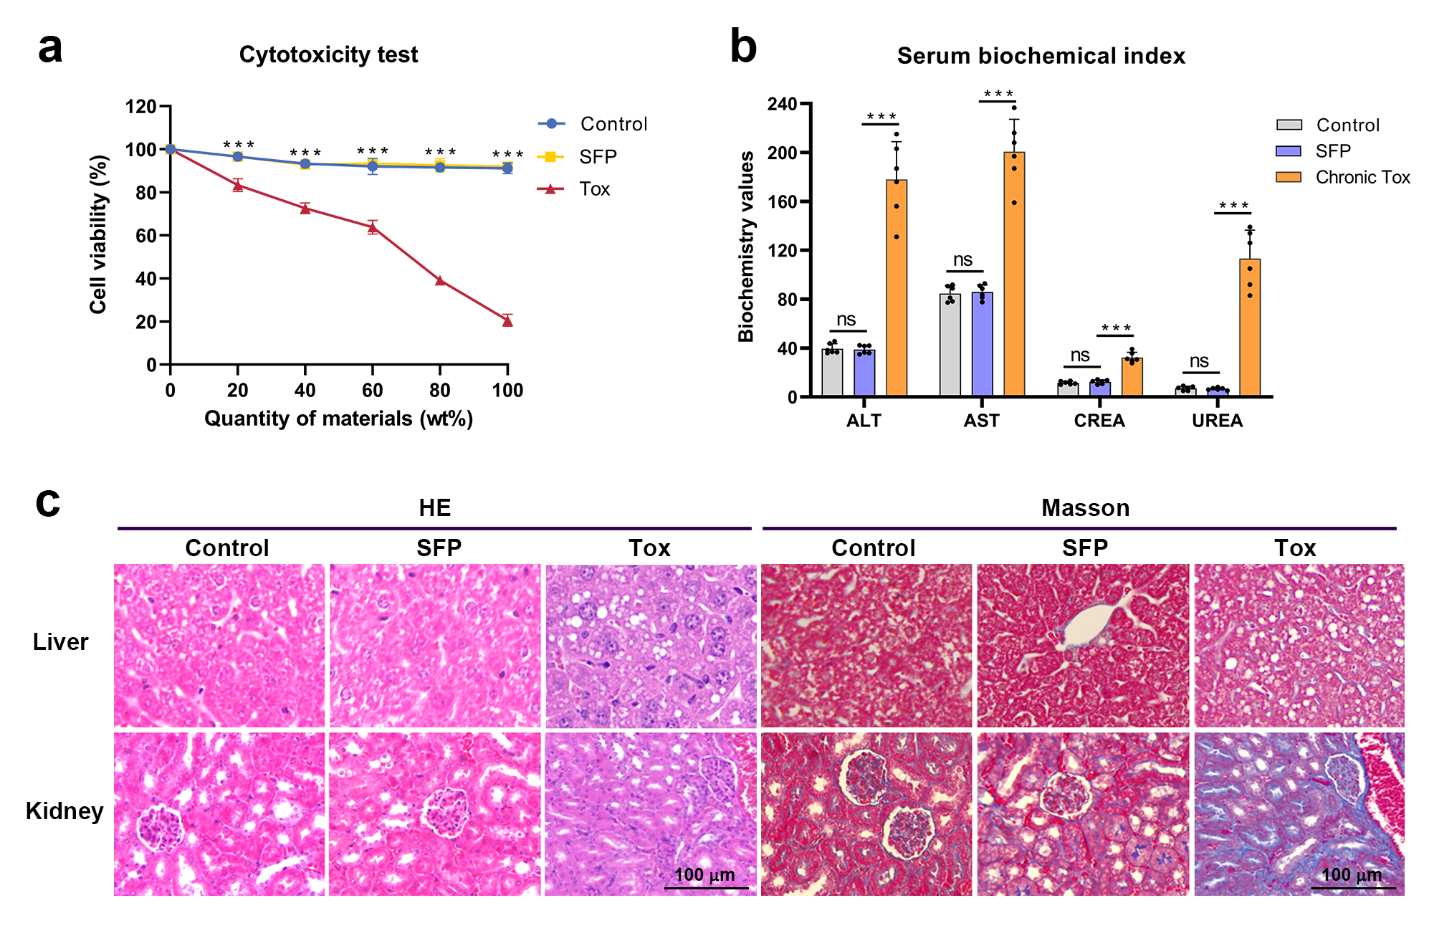

**Fig. S2 The biocompatibility and cytotoxicity tests of the SFP in vitro and in vivo.** (a) SFP had no influence on cell viability detected by CCK8 test (*n* = 6/group). (b) The blood biochemistry indicating hepatorenal function in SFP group were in the normal reference range (*n* = 6/group). (c) The histological sections of liver tissue in Tox group showed fat necrosis. The kidney tissue in Tox group appeared renal tubule edema, glomerular atrophying and interstitial fibrosis hyperplasia (scale bar: 100 μm). There were no obvious abnormalities in SFP and control groups (*n* = 6/group). Data represent the mean ± S.D. of three different experiments (ns: no significance, ****p* < 0.001).

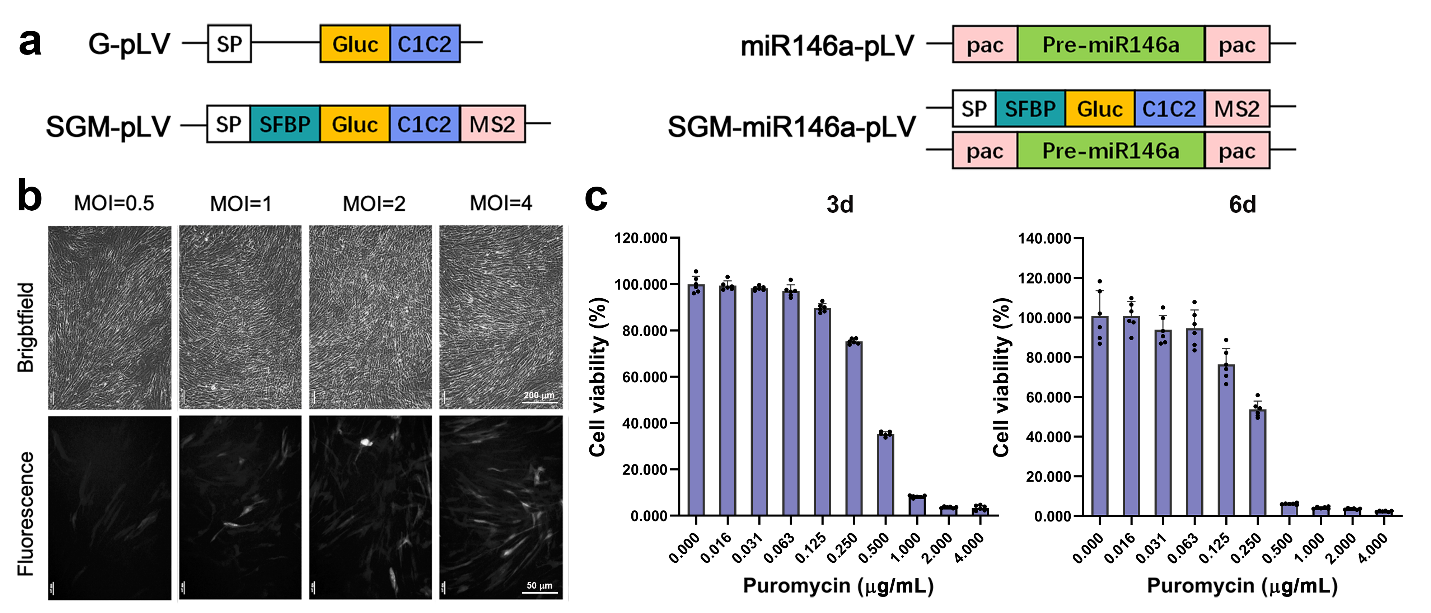

**Fig. S3 Lentiviral transfer plasmids sequence and optimization of lentivirus infection efficiency with resistance screening in PMSCs.** (a) The sequences of recombinant lentiviral transfer plasmids were displayed above. They transfected 293T cells to obtained lentiviral particles. (b) The recombinant lentiviral particles infected PMSCs at the different multiplicity of infection (MOI). (c) Cell viability of PMSCs treated with 0-4 μg/mL purinomycin for 3 days and 6 days. 1 mg/mL was the suitable concentration for puromycin to screen the stable transfected cell line in PMSCs.

**
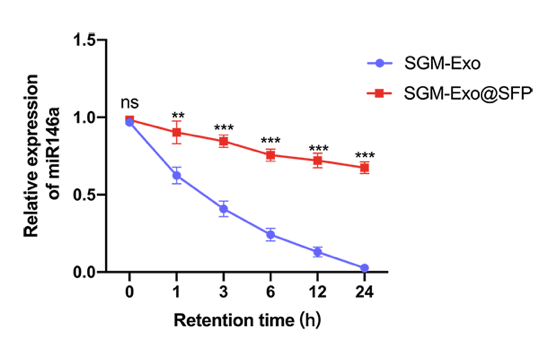
**

**Fig. S4 The protective effects of SGM-Exo@SFP on miR-146a.** The stability of miR-146a in SGM-Exo or SGM-Exo@SFP at 37 °C was assessed by quantitative real-time PCR analysis. The result showed the basic expression of miR-146a could be detected in SGM-Exo and the miR-146a in SGM-Exo@SFP was significantly more stable than that in SGM-Exo. Relative gene expression was normalized to U6 (ns: no significance, ***p* < 0.01, ****p* < 0.001).

**
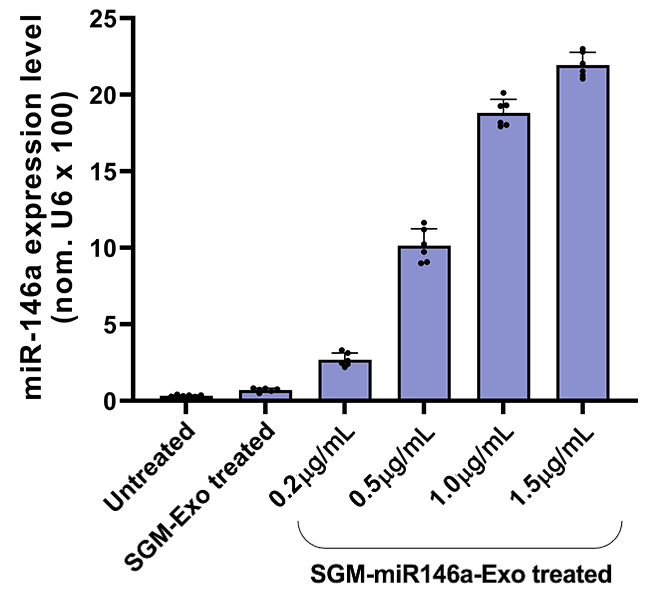
**

**Fig. S5 Dose-dependent relationship between miR-146a expression levels and the amount of SGM-miR146a-Exos used to treat receptor cells.**

**
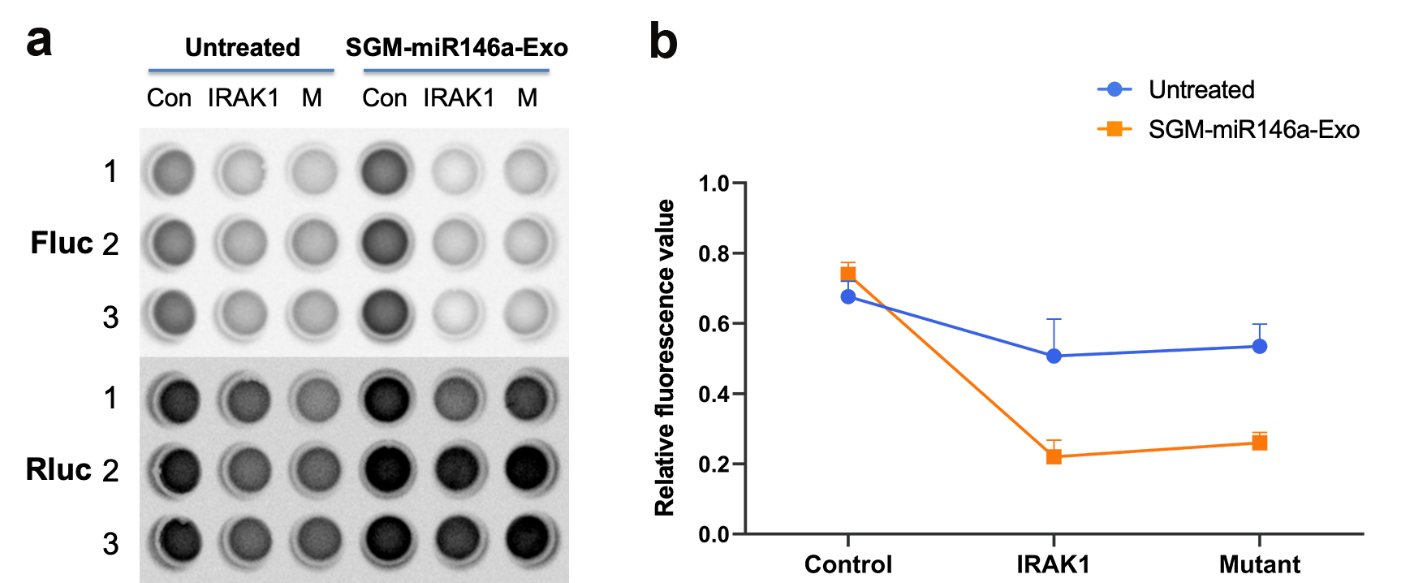
**

**Fig. S6 Suppressive effect of SM-miR146a-Exo on the expression of IRAK1.** The dual-luciferase reporter genes Fluc/Rluc were used to evaluate the inhibitory effect of miR146a on target genes. The expression of Fluc could be inhibited by adding miR146a targeted sequence to its 3 'end. The Rluc as the internal reference. In order to avoid the common substrate effects of Gluc on Fluc and Rluc. Here SGM-Exos and SGM-miR146a-Exos were replaced with SM-Exos and SM-miR146a-Exos without Gluc fusion protein tags. The miR146a target gene was retrieved by Scantarget (www.scantarget.com) to obtain the IRAK1 3'-end target sequence IRAK1-S (S), and further obtain the antisense sequence IRAK1-R (R) and the random mutation sequence Control (Con). (a) The dual-luciferase assay of IRAK1 expression by firefly luciferase (Fluc) and renal luciferase (Rluc). (b) The result showed the fluorescence intensity ratio of Fluc/Rluc was observably reduced in IRAK1-S and IRAK1-R groups. SM-miR146a-Exos could significantly inhibit the expression of miR146a target gene IRAK1.

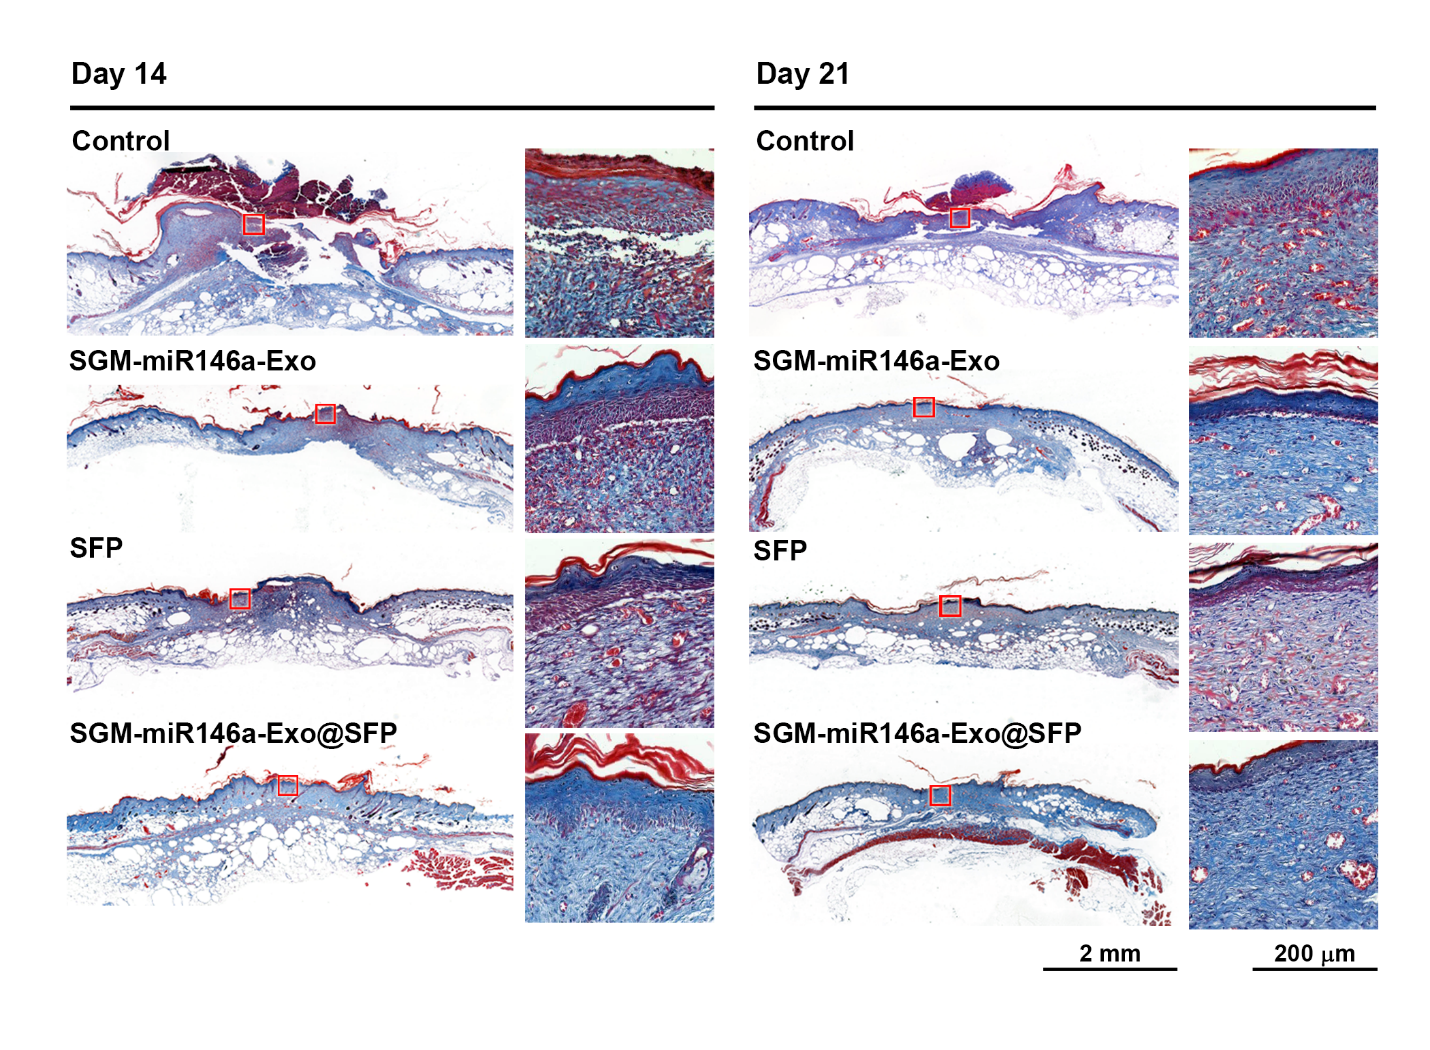

**Fig. S7 SMG-miR146a-Exo@SFP enhanced collagen deposition and remodelling.** Masson's trichrome staining was used to stain collagen fibers and the collagen fiber was stained in blue. At day 14 and day 21 post-injury, the increased collagen deposition was observed in SMG-miR146a-Exo and SMG-miR146a-Exo@SFP groups and the collagen fibers in the SMG-miR146a-Exo@SFP group were normally arranged (left scale bar: 2 mm, right scale bar: 200 μm).

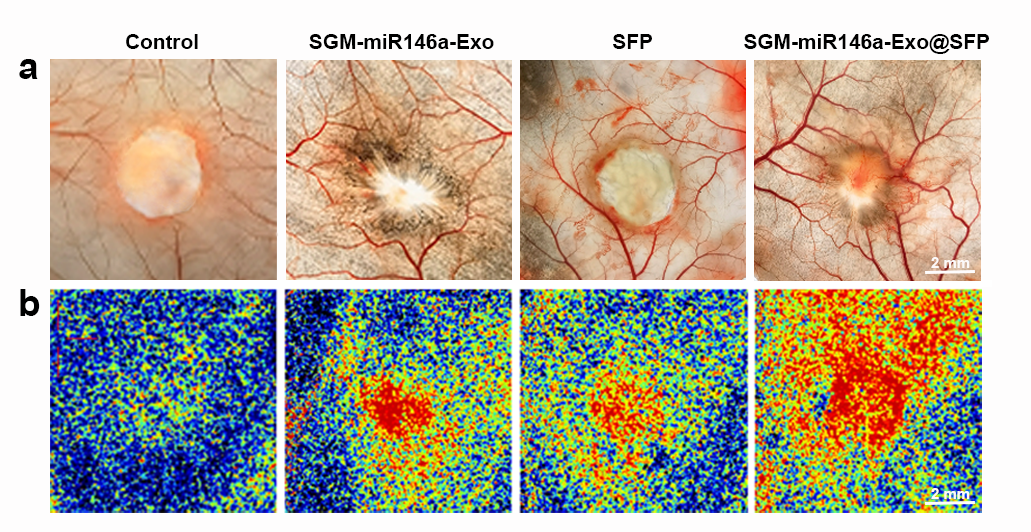

**Fig. S8** **Angiogenesis around the wound at day 14.** (a) The new blood vessels around the wound were notably observed in SGM-miR146a-Exo@SFP group at day 14 by the stereo microscope (scale bar: 2 mm, n = 4/group). (b) The blood flows at the wound sections were evaluated by doppler of animals, flux images of the wounds (scale bar: 2 mm, n = 4/group).

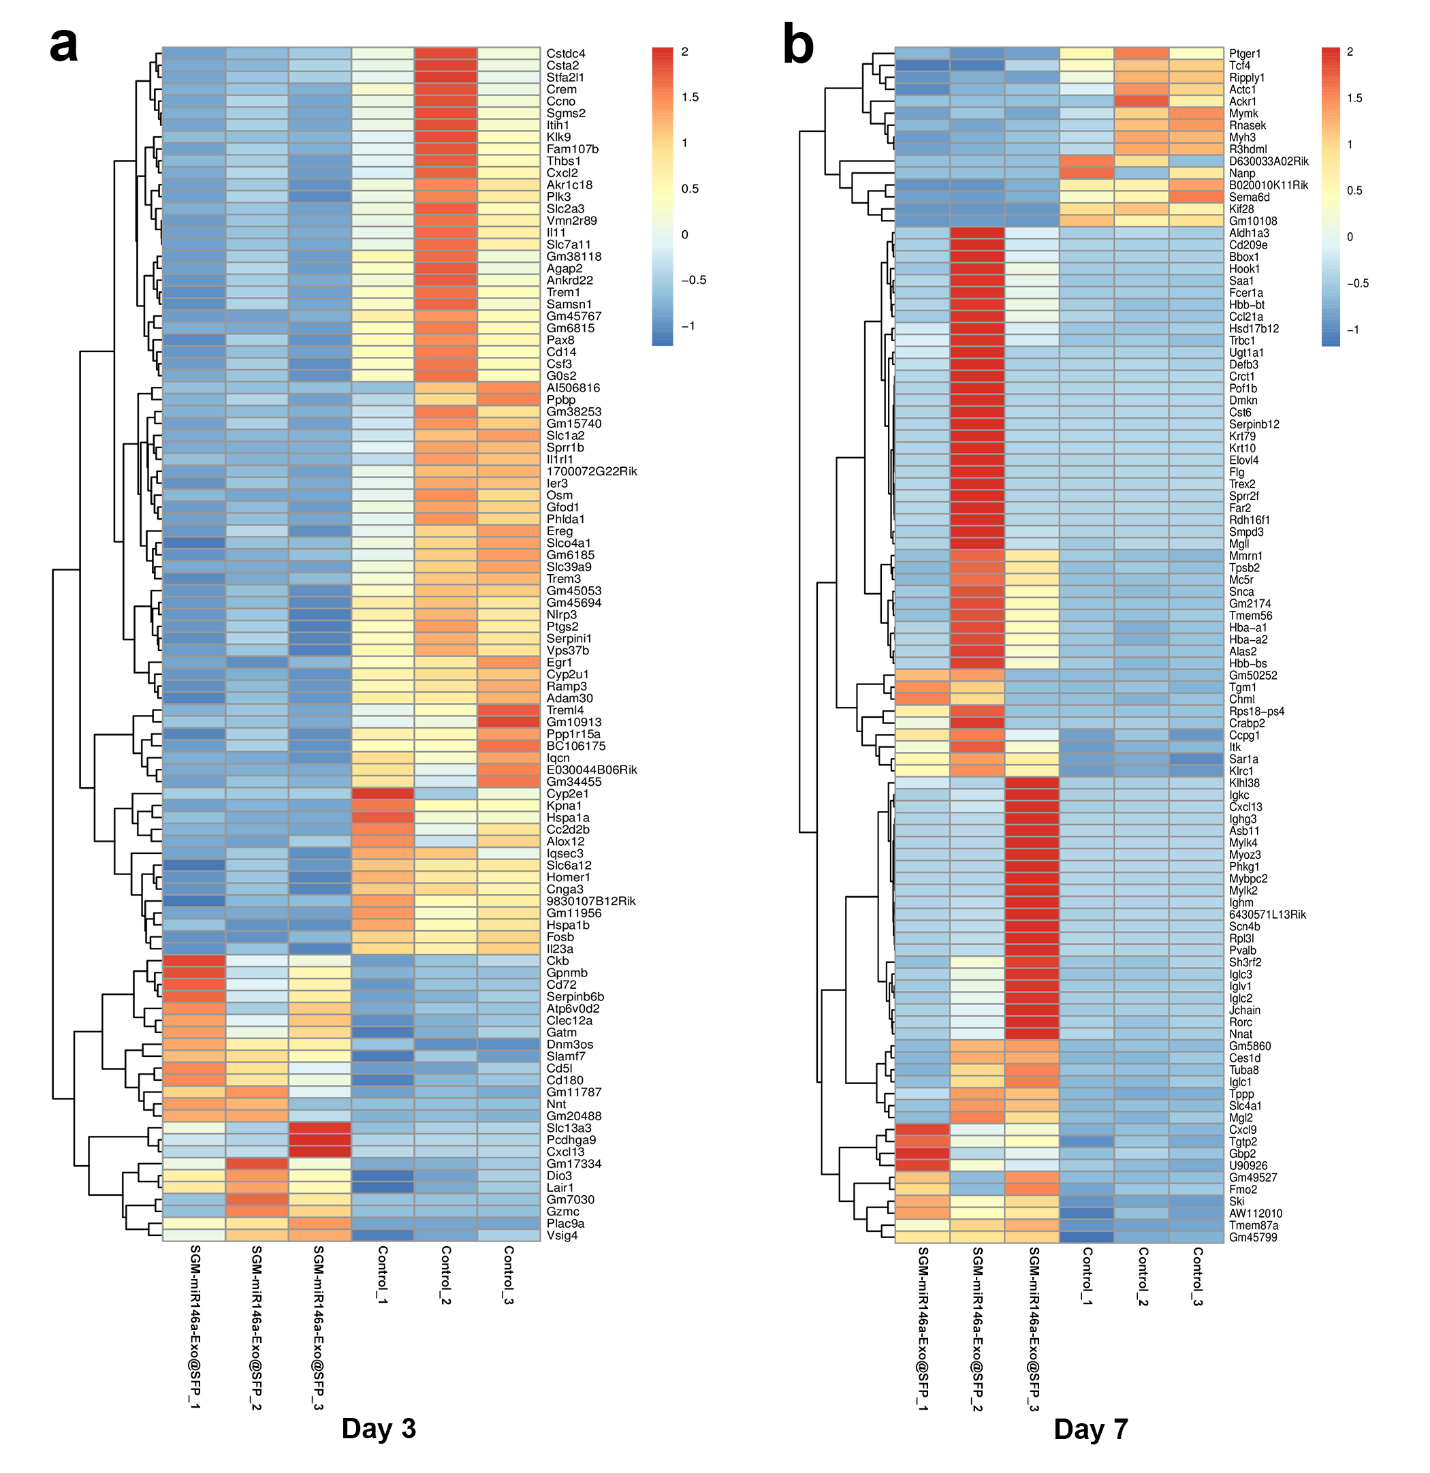

**Fig. S9 Transcriptomics analysis of wounds treated with or without SGM-miR146a-Exo@SFP.** (a) Heatmap of differentially expressed genes (DEGs) at day 3 (SGM-miR146a-Exo@SFP vs. Control). (b) Heatmap of differentially expressed genes (DEGs) at day 7 (SGM-miR146a-Exo@SFP vs. Control).

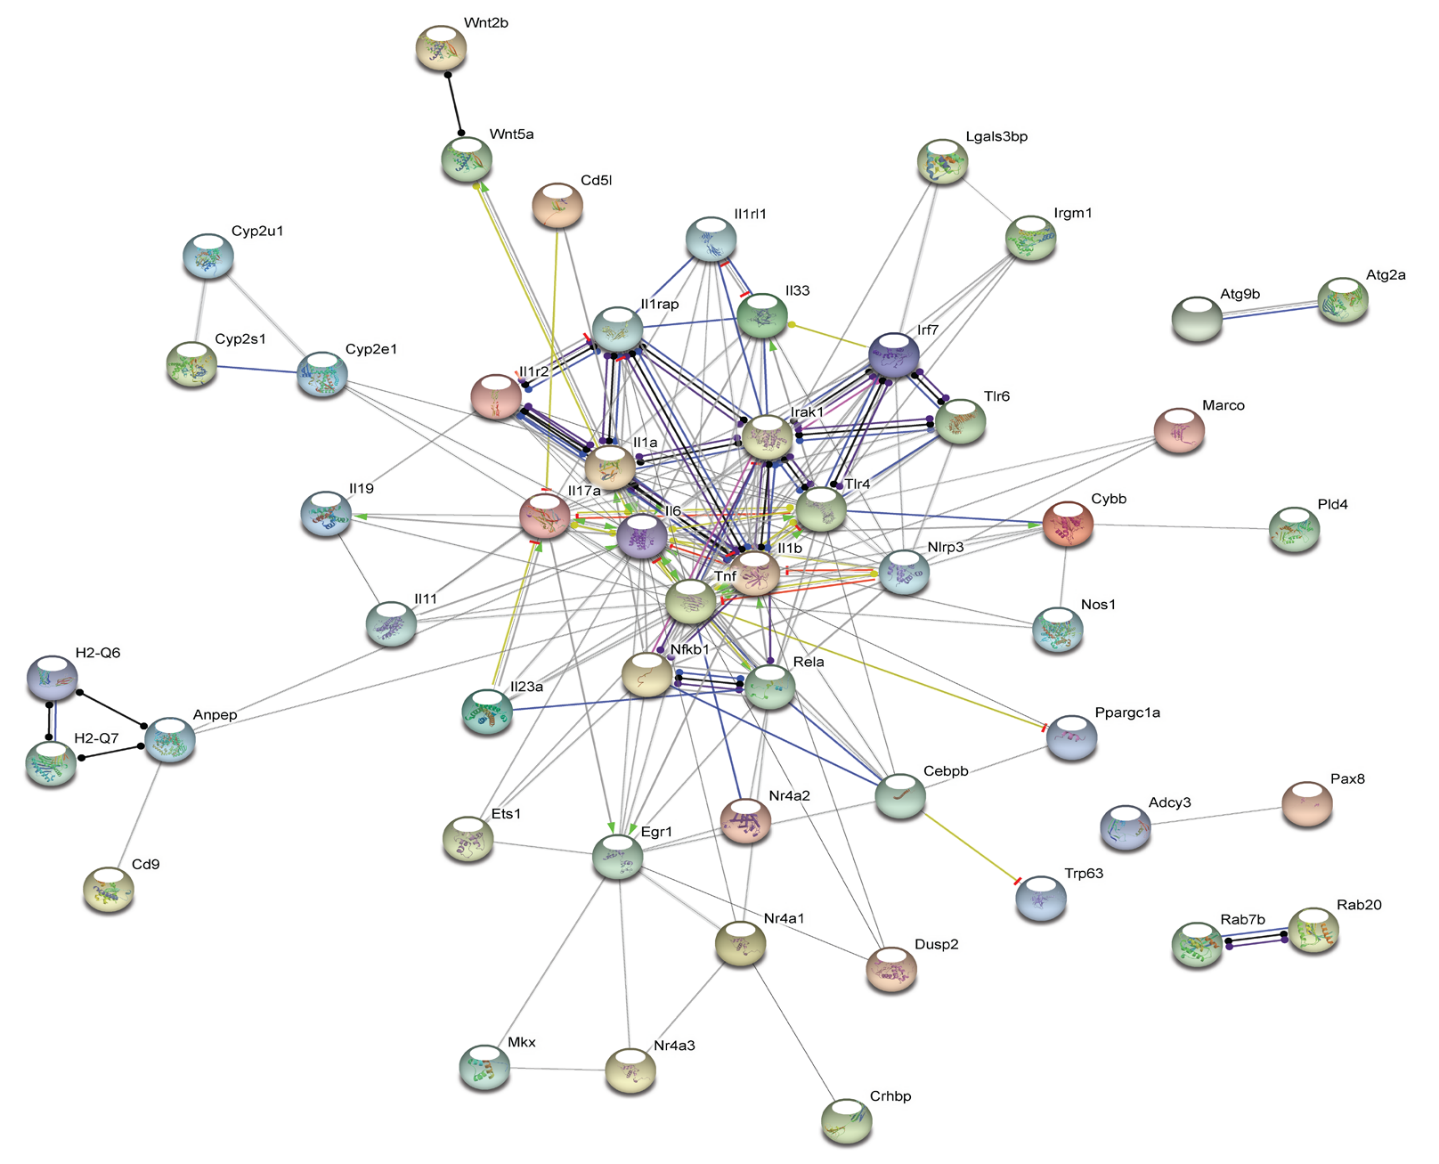

**Fig. S10 Association analysis of 52 DEGs involved in inflammatory reaction and cellular proliferation and differentiation during the wound healing.** The analysis was performed using the OmicStudio tools at https://www.omicstudio.cn/tool.

**
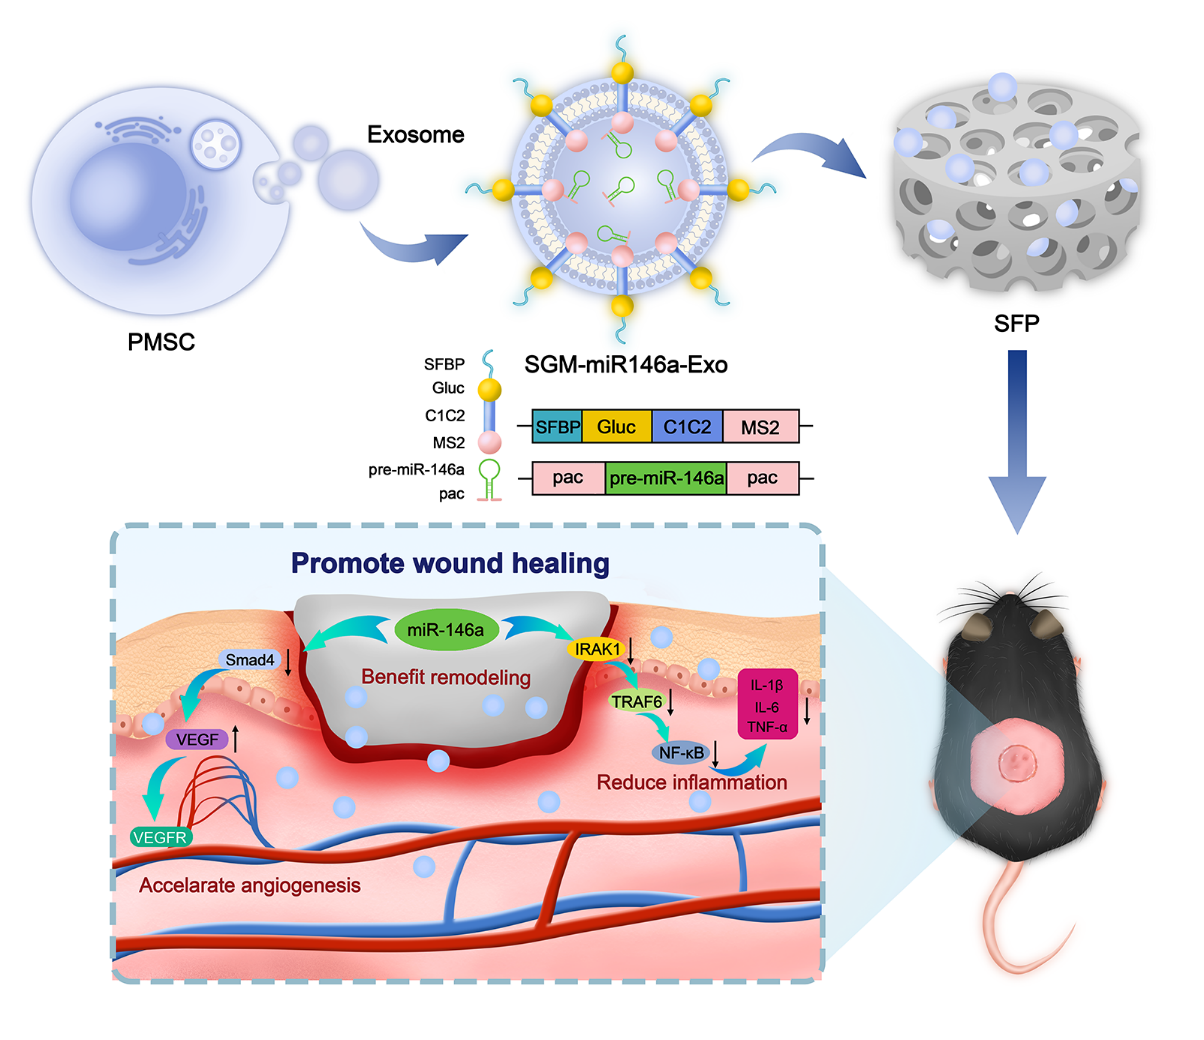
**

**Fig. S11** **Schematic illustration of SGM-miR146a-Exos released from SFP promoting diabetic wound healing.**

Supplementary Tables

**Table S1. Selection conditions for each round in biopanning**

**Table S2. Results of biopanning**

**Table S3. Results of** **polyclonal phage ELISA**

According to the result, the Round2 output phage was chosen to do the monoclonal screening.

**Table S4. Results of R2P1 output phage ELISA for Ag group**

**Table S5. Results of R2P1 output phage ELISA for blank group**

**Table S6. Results of R2P1 output phage ELISA for Ag-blank group**

The green clones of the Ag group and blank whose difference was greater than 0.3 for sequencing were selected and to do the secondary verified phage Elisa.

**Table S7. Results of secondary verified phage Elisa for Ag group**

After sequencing, 8 different right sequences were selected and then used in duplicated wells to do the secondary verified phage Elisa.

**Table S8. Results of secondary verified phage Elisa for blank group**

**Table S9. Results of secondary verified phage Elisa for Ag-blank group**

Finally, we got 6 different positive clones from the clones above in Table 9. The 20000063F-R2P1-G8（LSLSPGHFSFVD）was choosen as the SF affinity peptide and its DNA fragment (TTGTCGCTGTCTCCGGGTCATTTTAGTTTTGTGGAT) was designed as silk fibroin binding peptide (SFBP) in the synthetic SFBP-Gluc-C1C2-MS2 (SGM) lentiviral plasmid.

**Table S10. Gluc-lactadherin fusion proteins coding sequence**

The Gluc-lactadherin proteins were fused as a bioluminescence report system to indicate exosome activity. Gluc-lactadherin-labeled cell-derived exosomes were used as controls in the detection of exosome activity.

**Table S11. Signal peptide coding sequence**

**Table S12. Silk fibroin binding peptide (SFBP) sequence**

**Table S13. C1C2 domain coding sequence**

**Table S14. Gluc domain coding sequence**

**Table S15. MS2 coding sequence**

**Table S16. Construction of the functional fusion protein SGM**

**Table S17. Abbreviations and functions of engineered exosomes**

**Table S18.** **Top 20 DEGs related to inflammation significantly reduced in SGM-miR146a-Exo@SFP group at day 3**

**Table S19. Top 20 DEGs related to development and differentiation of epidermis significantly increased in SGM-miR146a-Exo@SFP group at day 7**

How the deposited data were processed for this re-analysis (not part of the article)

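The authors trimmed, mapped and assembled the reads and deposited FPKM for each gene and sample, and all work here starts from the deposited FPKM of 12 samples. Group, day and replicate number were taken from the sample labels. The labels pair control and treated samples only by replicate number, and the mice are different, so the samples were compared as unpaired and the replicate number was used as a block in an alternative.

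FPKM was transformed as log2(FPKM + 0.1). Within each day, features with a mean FPKM of at least 0.1 over the 6 samples were tested with limma 3.58.1 (lmFit, then eBayes with a trend) in R 4.3.3. A feature was called at an unadjusted p under 0.05 with a fold over 2 or under 0.5. Adjusted p-values are those of Benjamini and Hochberg over all features tested. The authors used edgeR or DESeq2, which need counts, and FPKM does not give counts. Exact permutation tests used all 10 splits of the 6 samples of a day, each split taken once. Figures were drawn with Python 3.11.15, NumPy 2.4.6 and Matplotlib 3.10.9.

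Genes named in the text are those the paper names, those of Tables S18 and S19 and of Fig. S10, and the 5 features with the lowest p among those called lower and among those called higher on each day. Genes named for another reason are stated to have been chosen after values were seen. Gene lists were written by hand before the data were examined, apart from the cell division and DNA replication lists, which were written after mitosis genes were seen among the lowest p. Sites for miR-146a were 7-base and 8-base seed matches in the longest annotated 3' UTR of 14043 symbols.

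The alternatives fixed before the data were examined were a pseudocount of 1, a mean FPKM of at least 1, no filter, median-ratio scaling, quantile normalization, all 12 samples in one fit, the fold as a ratio of mean FPKM, the replicate block, robust eBayes, an adjusted p with the fold, non-overlapping groups with the fold, Spearman's rho, camera, 8-base sites alone, and each sample left out in turn. A correction for GC content and gene length, its use with the replicate block, and the fold of mean FPKM without a p-value were added after the data were seen.

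Simulated values with known changes were run through the same steps, and 506 of 19450 unchanged features (2.60%) were called there. The median estimate for features raised by a log2 of 2 was 1.96. Symbols listed more than once were kept as separate features. Protein measurements, images and clinical scores of the paper were not analysed here.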

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

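The comparisons of single mice, of cell markers and of the 2 days described here were chosen only after the results had been seen, and the tests of explanations were run once before their predictions were set down.

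Gm10108 fell at day 7 but not at day 3, with a treatment by day interaction of -5.68 on the log2 scale (adjusted p = 0.00970 by limma with Benjamini-Hochberg adjustment). Quantile normalization left it at -5.62. A block for the replicate number left 0 features with an adjusted interaction p under 0.05 by limma with Benjamini-Hochberg adjustment, against 1403 with an unadjusted p under 0.05 without the block. Reads shared with Cycs may contribute, as 87.9% of its 31-base words occur there, and this cannot be told apart from a change of the feature itself. Cycs rose by a log2 of 0.551 at day 7.

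Kpna1 was lower at day 3 and not at day 7, a difference of log2 fold changes of 2.886 (adjusted p = 0.0579 by limma with Benjamini-Hochberg adjustment), and 3.047 after quantile normalization. B020010K11Rik was higher at day 3 and lower at day 7, a difference of -4.416 (adjusted p = 0.421 by limma with Benjamini-Hochberg adjustment), and -4.293 after quantile normalization.

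Several sets of genes were highest by far in 1 mouse, and immunoglobulin genes in 2. Skeletal muscle genes lay 3.222 above the highest control on the log2 scale in treated replicate 3 at day 7, and immunoglobulin genes 3.725 above it in the same mouse. Treated replicate 2 was also above all controls in immunoglobulin genes, at 1.89 against 3.28 in replicate 3. After quantile normalization the gap to the next highest sample was 3.319 for muscle and 1.309 for immunoglobulin genes at day 7, 4.604 for epidermal genes in treated replicate 2 at day 7, 2.401 for interferon genes in treated replicate 2 at day 3, and 2.732 for muscle genes in control replicate 1 at day 3. Scaling of the sample does not account for gaps of this size. The mouse held the highest value of the day in 95.4% of epidermal, 95% of muscle and 76.9% of immunoglobulin genes at day 7, and in 98.4% of interferon and 100% of muscle genes at day 3. A different mix of tissue in the piece sampled could give each of these patterns, and it cannot be told apart from a response of that mouse. For Table S19, 0 genes had all treated samples above all controls, so a rise in every treated mouse was not seen at day 7. For the interferon list 13 of 63 genes did, where chance gives a separation in either direction in 10%, so a smaller rise shared by the treated mice cannot be ruled out.

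Erythrocyte markers were higher in all treated mice at day 7, by 1.726 on the log2 scale (exact permutation test, p = 0.1). The adjusted p was 0.48 with Benjamini-Hochberg adjustment of the exact test over all marker comparisons. The difference was 1.861 after median-ratio scaling, 2.314 after correction for GC content and length, and 1.27 without treated replicate 2. The mean was higher in 100% of these genes. Blood left in the tissue could give this, and it cannot be told apart from other causes.

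Macrophage markers were higher in all treated mice at day 3, by 1.37 (exact permutation test, p = 0.1, adjusted p = 0.48 over 24 comparisons with Benjamini-Hochberg adjustment of the exact test and not of limma). The difference was 1.246 after median-ratio scaling, 1.361 after correction for GC content and length, 0.935 without control replicate 1, and 1.09 in markers with a mean FPKM of at least 10. Neutrophil markers were lower in all treated mice at day 3, by -1.052 (exact permutation test, p = 0.1). Their adjusted p was also 0.48 with Benjamini-Hochberg adjustment of the exact test. The gap was small, with treated replicate 3 at 5.55 and control replicate 3 at 5.56. Whether the lower inflammatory genes of day 3 follow from fewer neutrophils was not tested.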

How the results depend on the processing

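The correction for GC content and length, its use with the replicate block, and the fold of mean FPKM without a p-value were tests chosen only after the result was seen. The other settings were fixed before the data were examined. The cause was not tested for any change listed here.

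Counts of features moved with the setting. A pseudocount of 1 gave 170 lower and 129 higher at day 3 and 95 lower and 53 higher at day 7, with 9 changed at both days and 3 of them in opposite directions. A mean FPKM of at least 1 gave 219 and 194 at day 3 and 195 and 70 at day 7, with 15 at both days, 6 opposite, and 2 with an adjusted interaction. Median-ratio scaling gave 67.3% lower among the calls of day 3, and 181 lower and 238 higher (43.2% lower) at day 7. All 12 samples in one fit gave 47.4% lower at day 3, 2 features with an adjusted p under 0.05 at day 3 by limma with Benjamini-Hochberg adjustment, 9 Table S18 genes, and 71 at both days with 22 opposite. Requiring an adjusted p by limma with Benjamini-Hochberg adjustment left 0 lower and 0 higher at day 3 and 1 lower and 0 higher (100% lower) at day 7. The fold of mean FPKM without a p-value gave 1274 lower and 782 higher at day 3 and 708 lower and 1796 higher (28.27% lower) at day 7. No filter gave 4 and robust eBayes 2 features with an adjusted interaction. Spearman's rho gave a separation of 6e-04 at day 3.

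The replicate block left 0 features with an adjusted p under 0.05 at day 7 by limma with Benjamini-Hochberg adjustment, with and without the GC and length correction. The block alone left 0 with an adjusted interaction, and with the GC and length correction it left 1. At day 3 the block gave 473 lower and 362 higher, where same-numbered samples had a pooled correlation of -0.095 and came from different mice.

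Among gene lists, camera gave 0.939 for interferon, 0.827 for epidermal, 0.112 for insulin and 0.063 for adhesion genes. It gave -0.564 for inflammatory genes and -0.198 for the IL-17, TNF and NF-κB list. Epidermal genes higher at day 7 were 2 with a pseudocount of 1 (Fisher's exact test, p = 0.0489). Adhesion genes higher at day 7 were 0 with a pseudocount of 1, 8 with median-ratio scaling, 4 with quantile normalization, 3 with the ratio of mean FPKM, 4 with all 12 samples, 4 with the block, 3 with the GC and length correction and 4 with both. For 8mer sites alone the seed shift at day 7 was 0.0063, against 0.0207 with all sites.

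Signs changed for some genes. Myh2 at day 3 was at -0.825 with a pseudocount of 1, -0.073 with median-ratio scaling, -0.037 with quantile normalization and -4.219 by the ratio of mean FPKM. Irak1 and Traf6 at day 3 were at -0.073 and -0.107 with median-ratio scaling and -0.041 and -0.074 with quantile normalization. Cnfn at day 7 was at 0.74 with a pseudocount of 1, 0.202 with median-ratio scaling, 3.746 by the ratio of means, and 0.008 with the GC and length correction with or without the block. With a pseudocount of 1, Sprr1b, Sprr2a1, Sprr2a2 and Sprr2h were at 0.374, 0.479, 0.909 and 0.59, and by the ratio of means at 3.022, 4.823, 5.203 and 3.087. Krt6a and Krt6b were at 3.116 and 4.067 by the ratio of means. Rela at day 7 was at 0.204 with median-ratio scaling, 0.083 with quantile normalization, 0.05 by the ratio of means, and 0.062 with the GC and length correction with or without the block. Under median-ratio scaling the adipocyte marker mean was at -0.011 at day 3 and the macrophage marker mean at 0.01 at day 7.

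With each sample left out in turn, features higher at day 3 ranged from 281 to 639, the lower share from 39.08% to 56.97%, and features with an adjusted p under 0.05 from 0 to 2 (limma with Benjamini-Hochberg adjustment). At day 7, features lower ranged from 257 to 632, higher from 117 to 447, the lower share from 58.57% to 75.61%, and features with an adjusted p from 0 to 3 (limma with Benjamini-Hochberg adjustment). The separation ranged from -0.0172 to 0.0196 at day 3 and from -0.0337 to 0.0274 at day 7. Table S19 genes called higher ranged from 0 to 3, and epidermal genes called higher from 0 to 8, insulin genes from 0 to 2 and adhesion genes from 0 to 6. The seed shift ranged from -0.029 to -0.0022 at day 3 and from -0.0024 to 0.0203 at day 7. Features changed at both days ranged from 26 to 136, in opposite directions from 8 to 30, and with an adjusted interaction from 0 to 3.

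Leaving samples out moved log2 fold changes at day 3 for Nfkb1 from -0.46 to 0.049, Myh2 from -2.05 to 3.15, Igfn1 from -2.08 to 3.05, Irak1 from -0.051 to 0.23, Traf6 from -0.10 to 0.093 and Rela from -0.29 to 0.11. Day 7 ranges were Cnfn from -2.77 to 2.32, Epgn from -0.86 to 2.52, Epcam from -2.02 to 1.54, Krt10 from -1.31 to 3.09, Krt6a from -3.82 to 1.61 and Krt6b from -3.77 to 2.02. Small proline-rich genes ranged for Sprr1a from -1.79 to 3.54, Sprr1b from -2.76 to 1.92, Sprr2a1 from -3.88 to 1.71, Sprr2a2 from -3.98 to 2.18, Sprr2b from -2.80 to 2.48 and Sprr2d from -2.47 to 2.88. Others of that family ranged for Sprr2e from -1.71 to 3.08, Sprr2f from -0.41 to 4.55, Sprr2g from -0.86 to 4.42, Sprr2h from -2.90 to 2.21, Sprr2i from -2.09 to 3.06 and Sprr2k from -1.71 to 3.06. Further day 7 ranges were Pou3f1 from -1.35 to 1.39, Trp63 from -1.18 to 1.68, Egf from -0.40 to 1.31, Traf6 from -0.021 to 0.35, Vegfa from -0.19 to 0.78, Rela from -0.31 to 0.25 and Nfkbia from -0.65 to 1.05. Marker means at day 3 ranged for skeletal muscle from -0.17 to 4.00, immunoglobulin from -0.023 to 0.94, erythrocyte from -0.55 to 0.12, adipocyte from -0.46 to 0.50 and cell division from -0.050 to 0.91. At day 7 they ranged for skeletal muscle from -1.61 to 1.57, adipocyte from -0.17 to 1.91, neutrophil from -0.34 to 0.82, macrophage from -0.46 to 0.024, epidermal differentiation from -1.35 to 2.23 and inflammatory response from -0.30 to 0.50.

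For 102 other results, 918 fits were run. Of these, 858 (93.5%) were counted as unchanged, 23 as weaker, 5 as stronger, 2 as moved and 30 as reversed. Counting as unchanged did not require a similar size. Cnfn at day 7 was so counted at -2.768 without treated replicate 2, against -0.013 with all samples. The skeletal muscle mean at day 3 was so counted at 4.005 without control replicate 1, against 1.514. Both kept their sign. The 93.5% therefore does not show how stable the sizes were.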

Differences from the paper's values

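The counts without a p-value, the GC and length correction and its use with the block were tests chosen only after the result was seen.

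The paper counts 133 features lower and 739 higher at day 7, against 370 and 148 here. Its methods name edgeR or DESeq2, while the counts here are from limma on FPKM without further scaling. The counts are therefore not like measures. A pseudocount of 1 gave 95 lower, a mean FPKM of at least 1 gave 195 and median-ratio scaling 181. Without a p-value, 1796 were more than 2-fold higher by mean FPKM, 972 by mean log2 values and 856 by median FPKM. The settings that kept a p-value or non-overlapping groups gave 447 or fewer. Fig. 8b shows about 100 features changed at both days, against 44 here, 71 with all 12 samples in one fit and 100 without treated replicate 1. It shows about 10 lower at both days, against 24 here, 8 with a mean FPKM of at least 1, 13 with median-ratio scaling, 12 with non-overlapping groups, and 14 without control replicate 2 or without treated replicate 2. It shows about 30 higher at both days, against 6 here, 109 by the fold of mean FPKM without a p-value, and 14 or fewer with the other settings run here.

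In Table S18, Tlr4 is at -1.91, against -2.61 here, -1.90 with a pseudocount of 1, -1.86 by the ratio of mean FPKM, -2.36 without control replicate 2, -2.08 without treated replicate 1 and -2.07 without treated replicate 2. Myh2 is at -4.26, against 0.088 here and -4.22 by the ratio of mean FPKM. Igfn1 is at -3.89, against -0.27 here and -3.87 by the ratio of mean FPKM.

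Cnfn is at 3.78 in Table S19, against -0.013 here and 3.75 by the ratio of means. Epgn is at 2.45 in Table S19, against 0.89 here and 2.34 by the ratio of means. Epcam is at 3.51 in Table S19, against 0.27 here and 3.22 by the ratio of means. Krt10 is at 5.51 in Table S19, against 1.47 here and 5.43 by the ratio of means. Krt6a is at 3.12 in Table S19, against -0.84 here and 3.12 by the ratio of means. Krt6b is at 4.07 in Table S19, against -0.55 here and 4.07 by the ratio of means. Sprr1a is at 4.7 in Table S19, against 0.93 here and 4.67 by the ratio of means. Sprr1b is at 3.04 in Table S19, against -0.24 here and 3.02 by the ratio of means. Sprr2a1 is at 4.84 in Table S19, against -0.41 here and 4.82 by the ratio of means. Sprr2a2 is at 5.23 in Table S19, against -0.30 here and 5.20 by the ratio of means. Sprr2b is at 4.73 in Table S19, against 0.23 here and 4.66 by the ratio of means. Sprr2d is at 4.35 in Table S19, against 0.36 here and 4.34 by the ratio of means. Sprr2e is at 4.18 in Table S19, against 0.81 here and 4.14 by the ratio of means. Sprr2f is at 5.7 in Table S19, against 2.07 here and 5.49 by the ratio of means. Sprr2g is at 5.04 in Table S19, against 1.72 here and 4.96 by the ratio of means. Sprr2h is at 3.11 in Table S19, against -0.34 here and 3.09 by the ratio of means. Sprr2i is at 4.71 in Table S19, against 0.69 here and 4.67 by the ratio of means. Sprr2k is at 4.36 in Table S19, against 0.82 here and 4.25 by the ratio of means. Pou3f1 is at 2.54 in Table S19, against 0.36 here and 2.18 by the ratio of means. Trp63 is at 2.33 in Table S19, against 0.53 here and 2.22 by the ratio of means. Without treated replicate 3, Epgn was at 2.52.

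Genes the paper lists as changed but not called here were called in the paper's direction under some settings. Il1a was called with median-ratio scaling, quantile normalization, the replicate block, the block with the GC and length correction, and without treated replicate 2. Cxcr2 was called with median-ratio scaling and without control replicate 1, and Wnt5a without control replicate 1. Ereg was called without control replicate 3 and without treated replicate 3, and Sprr2f and Sprr2g without treated replicate 3. The fold of mean FPKM without a p-value called Il1a, Cxcr2, Myh2, Igfn1 and all 21 genes of Table S19. No setting run here called Nfkb1, which Table S18 itself gives at -0.24, short of the 2-fold threshold. Without control replicate 1, Myh2 was called as higher, at 3.15. Without treated replicate 2, Epcam, Krt10, Krt6a, Krt6b, Sprr2a1, Sprr2a2 and Sprr2b were called at day 7, but as lower.

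The paper reports interferon response among the lower features of day 3 (Fig. 8c), where 0 of 63 were lower and 7 higher here. It reports epidermal genes among the higher features of day 7, where 2 of 108 were called here. The list passed p under 0.05 with a pseudocount of 1, by camera, and without treated replicate 3 (8 genes). Camera took the genes as almost uncorrelated (0.01), while 95.4% of them were highest in treated replicate 2. Over mice, the list mean gave p = 0.9 (exact permutation test, two-sided). The paper reports insulin and adhesion genes, where 0 of 71 and 2 of 94 were called here. The adhesion list passed with median-ratio scaling, quantile normalization, the ratio of mean FPKM, all 12 samples, the block, the GC and length correction, both together, camera, and without control replicate 2, treated replicate 1 or treated replicate 2. The paper finds higher features predominating at day 7, which was reached here with median-ratio scaling (43.2% lower) and, without a p-value, by the fold of mean FPKM (28.27% lower) and of mean log2 values (800 lower and 972 higher), but not by that of median FPKM (1305 lower and 856 higher). It finds the profiles of the groups distinct, where the separation here was -6e-04 at day 3 and -0.0063 at day 7 (one-sided exact permutation test, p = 0.5 and 1).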

Other observations

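The tests of cell division genes, of single mice and of mean and median FPKM were chosen only after the results were seen.

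Cell division genes were lower in all treated mice at day 7, by -1.12 on the log2 scale (exact permutation test, p = 0.1, the smallest possible). The adjusted p was 0.48 with Benjamini-Hochberg adjustment of the exact test over all marker comparisons. The difference was -0.908 after median-ratio scaling, -1.11 after correction for GC content and length, -1.179 without treated replicate 2, and -0.757 relative to macrophage and endothelium markers. DNA replication genes differed by -0.709. A lower share of dividing cells is a hypothesis that could account for this, and it cannot be told apart from lower expression per cell.

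Genes with a miR-146a seed site were shifted by -0.0167 at day 3 relative to genes without one (permutation test, p = 0.101), and 23 of 100 other words with the same bases gave a shift as low. Of genes with a site, 1.27% were called lower, against 1.53% without. The permutation p of the day 3 shift depended on the setting. It was 0.01998 without control replicate 2 (shift -0.029) and 0.053 with median-ratio scaling. It was 0.578 with the GC and length correction (shift -0.0076) and 0.909 without control replicate 1 (shift -0.0022). These values do not settle whether genes with a site were lowered at day 3. At day 7 the shift was 0.0207, towards higher (permutation test, p = 0.015), 96 of 100 other words gave a shift as low, and 0.972% of genes with a site were called lower, against 1.54% without (Fisher's exact test, p = 0.0407). Without treated replicate 2 the day 7 shift was -0.0024 (permutation test, p = 0.588).

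By mean FPKM, features more than 2-fold higher outnumbered those lower at day 7 (1796 against 708), while by median FPKM 856 were higher and 1305 lower. A shift shared by the middle mouse of each group would have left more features higher by median, which was not seen. Of the features higher by mean, 47.77% had their highest value in treated replicate 2 and 34.97% in treated replicate 3. Higher features still outnumbered lower ones with any 1 mouse of day 7 left out, by 1546 to 1186 without treated replicate 2 and 1521 to 1276 without treated replicate 3, so no single mouse accounts for the count. High values in different mice for different genes cannot be told apart from a response of those mice. At day 3 the counts turned too, with 1274 lower and 782 higher by mean FPKM but 1007 lower and 1325 higher by median FPKM.

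The treated samples of day 3 were sequenced more deeply. Of the features called, 56.9% were lower at a mean FPKM under 1 and 52.8% at a mean FPKM of at least 1, which does not show whether depth added or removed calls.

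The real grouping was compared only with splits that part as many same-numbered pairs, which are 4 with the real one, as the other 6 part only 1 pair. As many features were called at day 3 in 2 of the 4 and at day 7 in 2 of the 4. Adjusted p under 0.05 was reached by as many features in 2 of 4 at day 7 (limma with Benjamini-Hochberg adjustment). As many Table S18, inflammatory and IL-17 list genes were called in 1 of the 4, the real one, and as many interferon genes in 2. For epidermal and adhesion genes it was 3, and for seed sites 3 at day 3 and 2 at day 7. The paper drew Table S18 from the real grouping of these samples, so for that list the real split was favoured in advance and the comparison tests nothing. The inflammatory and IL-17 lists share called genes with Table S18, so for them the real split was favoured in part. Where the real count was 0 (adjusted p at day 3, with 1271 features at an unadjusted p under 0.05, and Table S19 and insulin genes at day 7), 4 of 4 was fixed in advance and tests nothing. In the 6 other splits, as many features were called in 0 at day 3 and in 5 at day 7, and as many Table S18, inflammatory and IL-17 list genes in 0. As many features changed at both days in 3 of 16 pairs of splits, and as many had an interaction in 5 of 32. With 4 splits, differences between mice that fall between the groups by chance cannot be told apart from an effect.

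Some epidermal genes of Table S19, of which 0 were called at day 7 (0 with an unadjusted p under 0.05), were called lower at day 3. Sprr1b, Sprr2h, Sprr1a, Ereg and Epgn had log2 fold changes of -2.47, -2.02, -1.96, -1.84 and -1.78. Among transcripts of proteins that the paper measured or names as targets of miR146a, Vegfa was lower at day 3 (log2 fold change -1.01), Il6 was lower at day 7 (-1.14), and Irak1 (0.05 and -0.32), Traf6 (0.02 and 0.19) and Smad4 (-0.37 and -0.25) were not called at either day. Every treated sample was below every control for Smad4 at day 3 (exact permutation test, p = 0.1, the smallest possible).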
